# Tissue localization of natural killer cells dictates surveillance of lung metastasis

**DOI:** 10.1038/s41467-025-64531-7

**Published:** 2025-10-27

**Authors:** Marijne Vermeer, Colin Sparano, Nicolò Coianiz, Maud Mayoux, Gioana Litscher, André Fonseca, Stanislav Dergun, Caroline Mussak, Lukas Rindlisbacher, Philipp Häne, Laura Ducimetière, Tobias Wertheimer, Burkhard Becher, Lothar C. Dieterich, Sònia Tugues

**Keywords:** Tumour immunology, Innate lymphoid cells, NK cells, Metastasis

## Abstract

The lung is a common metastatic site for various cancer types. Successful immune surveillance of lung metastasis depends on Natural Killer (NK) cells, but the underlying mechanisms are elusive. Here, we show that the pulmonary vasculature recruits and maintains highly cytotoxic, differentiated CD11b^high^ NK cells through the integrins Lymphocyte Function-associated Antigen 1 (LFA-1) and Very Late Antigen (VLA-4). These NK cells rapidly eradicate metastasizing tumor cells within the vasculature. However, after the initial clearing phase, differentiated pulmonary NK cells largely remain intravascular and fail to track extravasated tumor cells. In contrast, metastatic nodules are preferentially infiltrated with circulating, less differentiated CD27^high^ NK cells. Within the metastatic lung, CD11b^high^ NK cells undergo a rapid impairment of their migratory and cytotoxic features, while the intranodular CD27^high^ subset transitions towards a transforming growth factor β (TGF-β)-driven state with limited persistence. Our findings demonstrate that the compartmentalization of NK cells is key for effective tumor cell surveillance in lung metastasis and suggests that TGF-β-resistant CD27^high^ NK cells may offer a promising therapeutic avenue to enhance local anti-tumor activity.

## Abstract (web summary)

Many cancers metastasize to the lungs, yet immune cells rarely succeed in eliminating them. Here we show that although NK cells that patrol the lung vasculature are highly differentiated and cytotoxic to circulating tumor cells, these fail to access extravasated lesions, while NK cells that infiltrate the tumor parenchyma are less differentiated, exhibit poor cytotoxicity functionally restrained by TGF-β, allowing metastatic tumors to persist.

## Introduction

The lung is a common site for metastasis from various cancer types, including breast, skin and colon cancer^1,2^. In fact, about 20 to 50% of cancer-related deaths involve pulmonary metastases, underscoring the need to understand the mechanisms governing the metastatic process in this organ^3,4^. Metastasis relies on the ability of tumor cells to invade surrounding tissues, enter the circulation and extravasate to distal organs, resulting in the formation of secondary tumors^5,6^. Through all these stages, disseminating tumor cells establish fine-tuned interactions with the host immune system, which either promote or suppress metastatic outgrowth.

A key player in the lung’s immune response against metastases is the Natural Killer (NK) cell, an innate lymphocyte with high cytotoxic potential^7^. The activity of NK cells is tightly regulated by inhibitory and activating receptors, which facilitate rapid and specific responses to environmental cues^8,9^. Upon activation, NK cells release IFN-γ or induce target cell death through the secretion of cytotoxic granules, containing granzyme B (Gzmb) and perforin, or via death-receptor pathways^10,11^. NK cells are highly abundant in the lung, accounting for 10–20% of the total lymphocyte population^12^ and have been widely reported to clear metastasizing tumor cells in this organ^13–19^. However, during the progression of lung metastasis, pulmonary NK cells become functionally impaired and lose the ability to control metastatic outgrowth^18,20,21^. While this can be partially attributed to the ability of cancer cells to cleave ligands for activating receptors^22^ or to release immunosuppressive factors (e.g. IL-10, TGF-β or PGE2)^8,23^, the dichotomy between a highly efficient initial tumor cell elimination and the subsequent failure to control outgrowth remains puzzling.

Pulmonary NK cells are highly differentiated and characterized by CD11b^high^ and CD56^dim^ phenotypes in mice and in humans respectively^12,24,25^. In mice, the CD11b^high^ NK cell subset represents the end stage of a maturation cascade that starts with bone marrow-derived CD11b^low^CD27^low^ NK cells, which differentiate through CD11b^low^CD27^high^ and CD11b^high^CD27^high^ stages towards CD11b^high^CD27^low^ NK cells^24^. Throughout this maturation process, NK cells modulate their expression of activating and inhibitory receptors, adhesion molecules and chemokine receptors, concomitant with the acquisition of functional proficiency by expressing cytotoxic molecules and cytokines^26^. The more differentiated CD11b^high^CD27^low^ NK cell subset, for instance, features high levels of the C-type lectin inhibitory receptor KLRG-1, Gzmb and the chemokine receptor CX3CR1. In contrast, CD27^high^ NK cells constitutively express CXCR3 and produce large amounts of cytokines upon stimulation^24,26–28^. Traditionally, tumor growth has been associated with an impaired functional maturation of NK cells^29^. However, the specific contribution of various maturation stages of NK cells to metastatic surveillance remains unclear.

Here, we reveal a spatial and functional compartmentalisation of NK cells in surveilling pulmonary metastasis. Differentiated CD11b^high^ NK cells that are patrol the lung vasculature and rapidly eliminate circulating tumor cells, yet remain intravascular and fail to track extravasating tumor cells. In contrast, CD27^high^ NK cells infiltrate metastatic nodules more efficiently but adopt a TGFβ-driven program that limits their persistence. Together, our highlight an unanticipated division of labor of NK cells relevant for anti-metastatic therapies.

## Results

### NK cells rapidly clear lung-metastasizing tumor cells inside the vasculature

Despite the well-established role of NK cells in eliminating metastatic tumor cells in the lung, the kinetics of this process are still poorly understood. To tackle this question, we used a model of experimental lung metastasis based on the intravenous (i.v) injection of luciferase (luc)^+^ PyMT-B6, a cell line derived from the MMTV-Polyomavirus Middle T (PyMT) mammary tumor model on the C57BL/6 background^30^, in which metastases occur almost exclusively in the lung. To study the critical timepoint for NK cell activity during this metastatic process, we used an anti-NK1.1 antibody to deplete NK cells either 24 h before, 24 h after or 7 days after tumor cell injection (Fig. 1A). We observed an increased metastatic burden only when NK cells were depleted before tumor cell inoculation and not thereafter, confirming the previously described role of NK cells in metastatic seeding but not metastatic outgrowth (Fig. 1B)^30,31^. To assess whether this timing holds true in a more clinically relevant setting, we turned to the spontaneous PyMT model with surgical resection of the primary tumor. In this context, NK cell depletion either before or after surgery revealed increased metastatic burden only when NK cells were depleted prior to resection, despite no observable change in primary tumor growth before surgery (Figure S1A–D), also suggesting that NK cells limit dissemination at early stages. To further investigate the dynamics of early tumor cell elimination in the lung, we assessed the clearance kinetics within the very first hours upon luc^+^PyMT-B6 tumor cell injection (Fig. 1C). We found that tumor cells metastasizing to the lung were rapidly cleared, as shown by the decreased luciferase signal already 6 h after tumor cell inoculation (Fig. 1D). Importantly, this process was dependent on NK cells, since NK cell depletion prevented lung metastatic clearance at the time points analyzed (Fig. 1D). We corroborated the rapid tumor clearance by NK cells using the melanoma cell line B16-F10 (Figure S1E, F). Together, these findings highlight a crucial role of NK cells in the elimination of metastasizing tumor cells upon arrival in the lung.

**Fig. 1:**
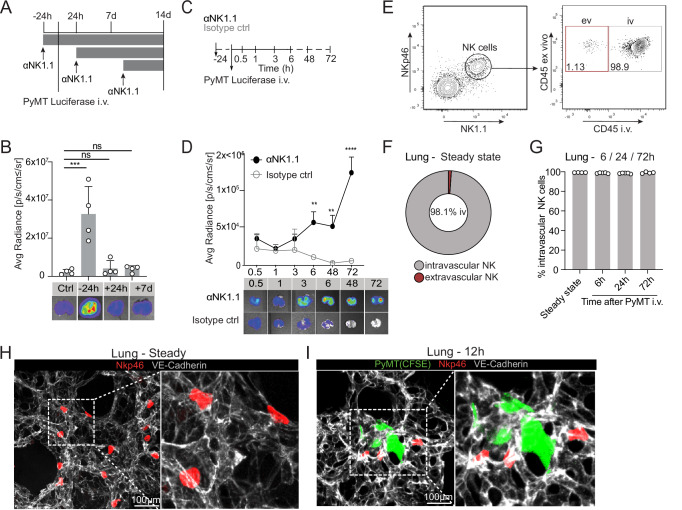
Intravascular NK cells rapidly clear metastasizing tumor cells to the lung. **A**, **B** PyMT Luciferase cells (5 × 10^5^) were injected intravenously (i.v.) to examine metastatic cell clearance. NK cells were depleted using 200 µg of anti-NK1.1 antibody 24 h before, 24 h after or 7 days after tumor cell inoculation. At 14 days post-injection, metastatic load in the lungs was measured using ex vivo In Vivo Imaging Systems (IVIS). Bioluminescent measurements on the whole lungs are shown. **A** Schematic illustration of the experimental approach. **B** Bar chart and corresponding representative IVIS images showing PyMT lung metastasis by IVIS at the endpoint. **C**, **D** Early tumor cell clearance in the lungs of mice injected i.v. with PyMT Luciferase cells (5 × 10^5^) from 0.5 h until 72 h after tumor injection. NK cells were depleted using 200 µg of anti-NK1.1 antibody 24 h prior to tumor injection and tumor cells were quantified using IVIS. **C** Schematic illustration of experimental approach. **D** Kinetics of metastatic load in the lungs measured by IVIS with corresponding representative IVIS images. **E** Representative contour plots depicting the percentages of intravascular (CD45iv^+^, iv) and extravascular (CD45iv^-^, ev) NK cell populations in the lung. Samples were pre-gated on single live CD45^+^lineage^-^ cells and subsequently gated on NK1.1^+^NKp46^+^ cells. **F** Donut plot indicating the percentages of intravascular and extravascular NK cells in the lung. **G** Bar chart showing the frequency of CD45iv^+^ intravascular NK cells within the lungs of mice injected with PyMT tumor cells i.v. Tumor cells were injected 6 h, 24 h and 72 h before the endpoint. **H** Immunofluorescence staining of the lung of *Ncr1*^iCre^*Ai14*^fl/wt^ mice showing NKp46^+^ cells (red) within the vasculature stained with VE-cadherin (gray). Scale bar: 100 μm. **I** Immunofluorescence staining of the lung of *Ncr1*^iCre^*Ai14*^fl/wt^ mice injected with CSFE-labeled PyMT cells (green) 12 h before sacrifice with NKp46^+^ cells (red) within the vasculature (VE-cadherin/gray). Scale bar: 50 μm. **A**–**D** Data representative for 3 independent experiments with *n* = 3–4 mice or (**G**) 2 independent experiments with *n* = 4–5 mice. Error bars display means ± SD. Statistical significance was calculated using one-way analysis of variance (ANOVA) with Tukey’s multiple comparisons test or a Two-way ANOVA with a Sidak’s post hoc test; *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. ns, not significant.

To better understand where the metastatic clearance takes place, we investigated the location of NK cells in the lung. The lung is a highly vascularized organ and, in steady-state conditions, many leukocytes localize in the vascular compartment of this tissue^32^. We therefore injected fluorescently labeled anti-CD45 antibody i.v. followed by a second anti-CD45 antibody ex vivo to distinguish intravascular (double positive) and extravascular (only ex vivo positive) leukocytes^32,33^. In steady-state conditions, we found that nearly all NK cells were located intravascularly (Fig. 1E, F and Figure S1G, H), in contrast to the full or partial extravascular localization of other immune cells (e.g., alveolar macrophages, dendritic cells) (Figure S1I-J). We confirmed the intravascular localization of lung NK cells by immunofluorescence, using *Ncr1*^*Cre*^*R26R*^*Ai14*^ reporter mice to visualize NK cells and an antibody against VE-cadherin to stain the pulmonary endothelium (Fig. 1H). Interestingly, NK cells remained associated to the vasculature upon inoculation of PyMT-B6 tumor cells and did not abandon this anatomical location during the timeframe of metastatic clearance (Fig. 1G and Figure S1G). Also in this setting, we confirmed the intravascular localization of NK cells in the lung by immunofluorescence (Fig. 1I). Overall, our data reveal that NK cells are associated to the pulmonary vasculature, where they remain during early metastatic clearance and effectively eliminate tumor cells.

### Differentiated CD11bhigh NK cells are preferentially recruited to the lung

We next sought to better characterize the phenotypical features of pulmonary intravascular NK cells by flow cytometry. We found that intravascular lung NK cells display a more differentiated phenotype (CD11b^high^CD27^low^) in comparison to blood or splenic NK cells, which feature more of the less differentiated CD27^high^ subsets (Fig. 2A, B). In agreement with previous reports^24^, differentiated lung NK cells express high levels of KLRG1, GzmB and CX3CR1, but low levels of CXCR3 (Fig. 2C, D). The highly differentiated phenotype of pulmonary NK cells led us to hypothesize that the lung vasculature either specifically attracts differentiated CD11b^high^ NK cells or facilitates the differentiation of CD27^high^ NK cells intravascularly. To distinguish between these two hypotheses, we transferred CD27^high^ NK cells from CD45.1 mice together with the CD11b^high^ NK cells from CD45.2 mice at a 1:1 ratio into lymphopenic *Rag2*^-/-^*ll2rg*^-/-^ mice and investigated their distribution across different organs 12 h and 72 h after transfer (Fig. 2E). Strikingly, within the 12 h timeframe, the lung vasculature was preferentially occupied by differentiated CD11b^high^ NK cells, while blood and spleen maintained a 1:1 ratio of CD11b^high^ and CD27^high^ NK cells (Fig. 2F, G). We did not observe a differentiation of the CD27^high^ subset into CD11b^high^ NK cells within this short time interval (Fig. 2H), ruling out the possibility that the increased percentages of CD11b^high^ NK cells in the lung result from in situ differentiation. At 72 h after adoptive transfer, CD27^high^ NK cells had differentiated into the CD11b^high^ subset (Fig. 2I, J). Moreover, not only lung NK cells but also splenic NK cells had differentiated into CD11b^high^ NK cells (Fig. 2I, J), supporting the concept that differentiated NK cells exhibit tropism for the lung, rather than the lung being a preferential site for NK cell maturation.

**Fig. 2:**
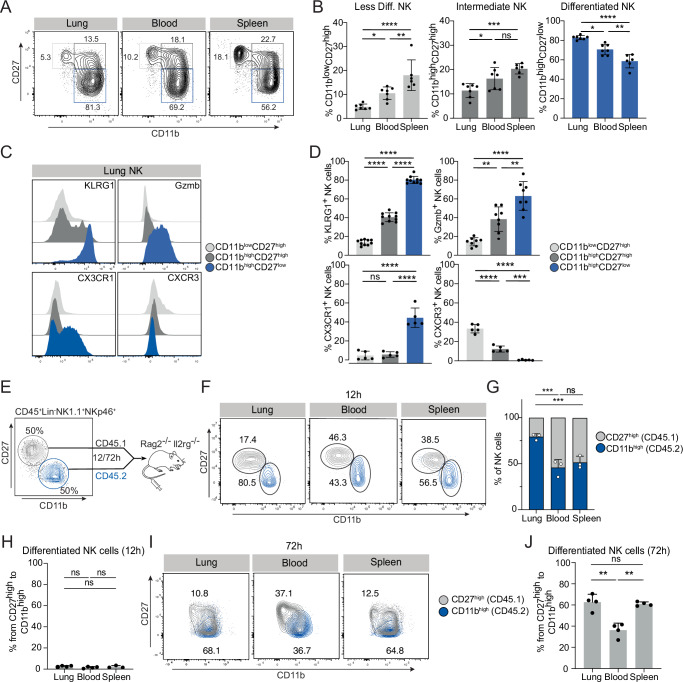
Differentiated NK cells are preferentially recruited to the lung. **A** Representative contour plots depicting differentiation stages of NK cells in the lung, blood and spleen. NK1.1^+^NKp46^+^ NK cells were gated as CD11b^low^CD27^high^, CD11b^high^CD27^high^ and CD11b^high^CD27^low^ cells. **B** Bar charts displaying the frequency of NK cell subsets (CD11b^low^CD27^high^, CD11b^high^CD27^high^ and CD11b^high^CD27^low^, subsequently) of total NK cells within the lung, blood and spleen. **C** Representative histograms showing the expression of KLRG1, Granzyme B (Gzmb), CX3CR1, CXCR3 on CD11b^low^CD27^high^, CD11b^high^CD27^high^ and CD11b^high^CD27^low^ NK cells in the lung. **D** Bar charts displaying the frequency of KLRG1^+^, Gzmb^+^, CX3CR1^+^ and CXCR3^+^ NK cells in the lung. **E–J** FACS-sorted CD45.1^+^CD27^high^ (gray) and CD45.2^+^CD11b^high^ (blue) NK cells were adoptively transferred at a 1 to 1 ratio in *Rag2*^-/-^*Il2rg*^-/-^ mice and their distribution was analyzed 12 h and 72 h post-transfer. **E** Schematic illustration of experimental approach. **F** Contour plots depicting the transferred CD45.1^+^CD27^high^ and CD45.2^+^CD11b^high^ NK cells 12 h post-transfer in the lung, blood and spleen of *Rag2*^-/-^*Il2rg*^-/-^ mice. **G** Bar chart showing the ratio of CD45.1^+^CD27^high^ NK cells and CD45.2^+^CD11b^high^ NK cells in the lung, blood and spleen. **H** Bar chart presenting the conversion rate of CD45.1^+^CD27^high^ NK cells to CD11b^high^ NK cells within a 12 h timeframe post-transfer. **I** Contour plots depicting the transferred CD45.1^+^CD27^high^ (gray) and CD45.2^+^CD11b^high^ (blue) NK cells 72 h post-transfer in the lung, blood and spleen of *Rag2*^-/-^*Il2rg*^-/-^ mice. **J** Bar chart presenting the conversion rate of CD45.1^+^CD27^high^ NK cells to CD11b^high^ NK cells within a 72 h timeframe post-transfer. Data is (**A**–**D**) pooled from 2–3 experiments with *n* = 2–4 or (**F**–**J**) representative from 2 experiments with *n* = 3–4. Error bars display means ± SD. Statistical significance was determined using (**B**, **D**, **H**) One-way ANOVA with Tukey’s multiple comparisons test or (**G**) a Two-way ANOVA with a Sidak’s post hoc test; *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. ns, not significant.

Differentiated NK cells express CX3CR1 (Fig. 2C, D)^28^, which mediates cell adhesion and trafficking through its interactions with the chemokine CX3CL1 (fractalkine)^34^. By leveraging two publicly accessible single cell RNA sequencing (scRNA-seq) datasets^35,36^ we found that, even under steady-state conditions, the pulmonary endothelium features high expression of CX3CL1 in comparison to other organs (Fig. S2A–C), particularly in capillaries (Fig. S2D–F). We therefore investigated whether the enhanced recruitment of differentiated NK cells to the lung relies on the CX3CL1-CX3CR1 signaling axis. To test this, we used CX3CR1-GFP knock-in/knock-out mice, which lack the CX3CR1 receptor due to homozygous deletion^37^. The transfer of CD11b^high^ differentiated NK cells from either WT (CD45.1) or CX3CR1^GFP/GFP^ (CD45.2) mice into *Rag2*^-/-^*l2rg*^-/-^ mice indeed revealed a decrease in homing towards the lungs by CX3CR1-deficient NK cells (Fig. S2G, H), although additional mechanisms may be required for the tropism of differentiated NK cell to this tissue. In summary, these findings highlight a selective recruitment of differentiated NK cells to the lung vasculature.

### NK cells anchor to the pulmonary vasculature through LFA-1 and VLA-4 which enables metastatic surveillance

Our data showed that differentiated NK cells localise and clear tumor cells within the lung vasculature. We thus sought to better understand how NK cells interact with the pulmonary endothelium in the context of metastatic clearance. To analyze the crosstalk between NK cells and lung endothelial cells we used CellChat^38^ on scRNA-seq datasets of lung NK cells and pulmonary endothelium^36^. CellChat predicted strong interactions between NK cells and lung endothelial cells (divided in artery, capillary 1, capillary 2, vein and lymphatic endothelium), with integrin-ligand pairs as main contributors of this crosstalk (Figs. 3A, and Fig. S3A). Specifically, we identified *ITGAL/ITGB2* (encoding for CD11a/CD18 or LFA-1) on NK cells interacting with Intercellular adhesion molecule 1 (*ICAM1*) and *ICAM2*, expressed on different subsets of endothelial cells, as well as *ITGA4/ITGB1* (encoding for CD49d/CD29 or VLA-4) on NK cells binding to Vasculature cell adhesion molecule 1 (*VCAM1*) on veins (Fig. 3A). Integrins such as LFA-1 and VLA-4 enable leukocytes to stably adhere to the endothelium through interactions with ICAM-1 and VCAM-1, respectively^39,40^. Additional integrins predicted to mediate interactions between NK cells and the pulmonary endothelium include *ITGAM/ITGB2* (encoding for CD11b/CD18 or Mac-1) and *ITGA4/ITGB7*, which interact with ICAM-1/ICAM-2 and VCAM-1, respectively (Fig. 3A and Figure S3A). 

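In sorted NK cells from lungs of naive mice, sequenced in 1 droplet library, cells assigned to lung by their hashtag held 23499164 UMIs, and the sums per gene were scaled to a common total (CPM, the unit of all summed counts given). The library behind the endothelial comparison is not named in the text, and the naive one was used because the comparison is described as steady state. Itga4 (ENSMUSG00000027009, chromosome 2 from 79255426 to 79333123 of GRCm38) had 1141 (95% CI 1127 to 1155) CPM. Itgb2 (ENSMUSG00000000290, chromosome 10 from 77530252 to 77565708) had 596 (95% CI 586 to 606), Itgb1 (ENSMUSG00000025809, chromosome 8 from 128685654 to 128733200) had 548 (95% CI 539 to 558) and Itgal (ENSMUSG00000030830, chromosome 7 from 127296260 to 127335138) had 446 (95% CI 438 to 455). Intervals are exact Poisson intervals and cover counting error only. Itgam, Itgb7 and Itgax were lower, at 304.4, 180.0 and 74.2 CPM. At least 1 UMI was found in 94.0% of cells for Itga4 and 89.3% for Itgal, and in 87.9% and 72.3% after each cell was thinned to 3000 UMIs. Free RNA alone could give at most 21.6% and 14.6% of all these lung cells a UMI of these genes. The median over the 7 genes was 446 and moved most, to 531, when mitochondrial and ribosomal protein genes were left out of the totals. In blood cells of the same library the median was 512 CPM, so it was not higher in lung. Endothelial cells were not analysed here.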

In line with high mRNA expression of *Itgal* (CD11a), *Itgb2* (CD18), *Itga4* (CD49d) and *Itgb1* (CD29) on lung NK cells (Fig. 3B), we found these integrins present at the protein level (Fig. 3C). Similarly, we verified high levels of *Icam1*, *Icam2* and *Vcam1* in steady-state pulmonary endothelium (Fig. 3B) by immunofluorescence in lungs of *Ncr1*^*Cre*^*R26R*^*Ai14*^ reporter mice (Fig. 3D). Both ICAM-1 and VCAM-1 were co-expressed with the vessel marker VE-cadherin along the pulmonary endothelium (Fig. 3D).

**Fig. 3:**
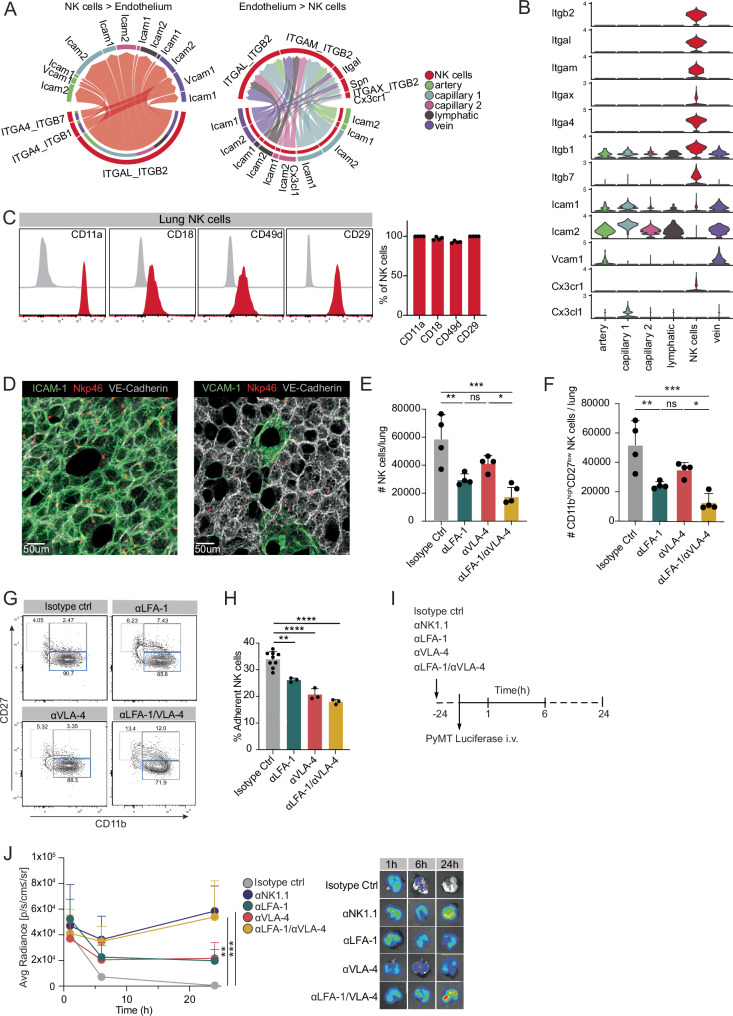
Lung metastatic cell clearance depends on the integrins LFA-1 and VLA-4. **A**, **B** Analysis of scRNAseq datasets of murine pulmonary endothelium^36^ and murine pulmonary NK cells using CellChat^38^. **A** Chord diagrams depicting the significant integrin signaling pathways from NK cells to different pulmonary endothelial clusters (left) and from endothelial cell clusters to NK cells (right). Width of arrows is proportional to the interaction strength between ligand-receptor pairs. **B** Violin plots showing the differential expression of various genes in NK cells and the pulmonary endothelial clusters. **C** Representative histograms and bar chart showing expression of CD11a, CD18, CD49d and CD29 in NK1.1^+^NKp46^+^ pulmonary NK cells. Data are representative for one of 2 independent experiments with *n* = 4 mice per group. **D** Immunofluorescence stainings of the lung of *Ncr1*^iCre^*Ai14*^fl/wt^ mice with NKp46^+^ cells (red) and VE-cadherin endothelium (gray) showing ICAM-1 (left, green) and VCAM-1 expression (right, green). Scale bar: 50 μm. **E–G** anti-LFA-1, anti-VLA-4, anti-LFA-1 and anti-VLA-4 or isotype control antibody were intravenously administered, and organs were analyzed by flow cytometry 12 h after blockade treatment. (**E**) Bar charts depicting number (#) of NK cells per lung. **F** Bar chart showing the number (#) of differentiated CD11b^high^CD27^low^ NK cells per lung. **G** Representative contour plots of NK cell stages of differentiation (CD11b^low^CD27^high^, CD11b^high^CD27^high^ and CD11b^high^CD27^low^ cells) in the lung. (**H**) In vitro adhesion assay in which FACS-sorted NK cells were pre-treated with blocking antibodies (αLFA-1, αVLA-4, αLFA-1 + αVLA-4 or isotype control) and incubated with a monolayer of mouse MS1 blood endothelial cells for 30 min. Bar chart depicting frequency of adherent NK cells to MS1 cells. Data are representative for one of 3 independent experiments with n = 3 wells per condition and *n* = 9 for Isotype Ctrl. **I**, **J** anti-LFA-1, anti-VLA-4, anti-NK1.1 or isotype control antibody were intravenously administered 12 h before injection of PyMT luciferase (5 × 10^5^) cells. Tumor cells in the lungs were quantified using IVIS 1 h, 6 h and 24 h post tumor inoculation. **I** Schematic illustration of experimental approach. **J** Kinetics of metastatic load in the lungs measured by IVIS (left) with corresponding representative IVIS measurements (*n *= 3–4 per group). Data are representative for one of 2–3 independent experiments with *n *= 3–5 mice per group. Error bars display means ± SD. Statistical significance was determined by two-way ANOVA with a Sidak’s post hoc test. (**E**, **F**, **H**) Statistical significance was determined by one way ANOVA with Tukey’s multiple comparison test; *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001. ns, not significant.

Given that both LFA-1/ICAM-1 and VLA-4/VCAM-1 pairs were predicted to facilitate NK cell crosstalk with the pulmonary endothelium, we sought to explore the impact on pulmonary NK cells when disrupting these interactions. We therefore used anti-LFA-1 and anti-VLA-4 blocking antibodies and characterized NK cells from lungs in steady-state conditions using flow cytometry. As shown in Fig. S3B, both CD11a and CD49d on lung NK cells were efficiently blocked by the anti-LFA-1 and anti-VLA-4 antibodies, respectively. Inhibition of LFA-1 and VLA-4 led to decreased numbers of intravascular lung NK cells (Fig. 3E), corresponding to the highly differentiated CD11b^high^CD27^l^^ow^ subset, which constitutes the predominant intravascular population at this time point (Fig. 3F). This effect was not observed for circulating NK cells in the blood (Figure S3C). This was accompanied by an increase of NK cells undergoing late apoptosis, as assessed by Apotracker staining (Fig. S3D, E). We also examined whether the blockade of LFA-1 and VLA-4 affects the interaction between NK and the endothelium directly by performing in vitro adhesion assays. In line with the in vivo findings, inhibition of LFA-1 and VLA-4 led to decreased numbers of NK cells adhering to activated endothelial cells (Fig. 3H).

We next sought to understand whether disrupting the LFA-1 and VLA-4 interactions would have consequences for NK cell-mediated metastatic surveillance. We thus used anti-LFA-1 and anti-VLA-4 blocking antibodies and analyzed metastatic clearance early after tumor cell inoculation using bioluminescent imaging (Fig. 3I). The blockade of either LFA-1 and VLA-4 individually led to a reduced tumor clearance of PyMT-B6 tumor cells (Fig. 3J). Strikingly, the combined inhibition of both LFA-1 and VLA-4 completely prevented tumor clearance and phenocopied a full NK cell depletion (Fig. 3J). Since dual blockade also increased NK cell apoptosis (Fig. S3E), this likely contributes to the observed impairment in tumor clearance. Collectively, these findings underscore a key role for LFA-1 and VLA-4 in maintaining the intravascular subset of differentiated NK cells attached to the pulmonary vasculature, which ensures metastatic clearance.

### Metastatic nodules harbor primarily CD27high NK cells, while differentiated CD11bhigh NK cells remain intravascularly

Given the intravascular localization of pulmonary NK cells during early stages of metastasis, we asked whether these cells would infiltrate the growing metastatic nodules at a later disease stage. We thus investigated the distribution of NK cells in metastatic lungs 15 days after PyMT-B6 tumor cell inoculation. Using flow cytometry, we only observed a small percentage of extravascular NK cells within the whole metastatic lung (Fig. 4A). However, when we manually separated the nodules from the adjacent lung tissue, we found around 40% of total NK cells in the extravascular compartment (Fig.4B, C), which we confirmed by immunofluorescence (Fig. 4D). The amount of extravascular NK cells in the metastatic nodules was further influenced by the tumor type. More immunogenic tumors, such as the colorectal carcinoma MC38, promoted greater NK cell infiltration into the lung metastatic nodules compared to the less immunogenic B16-F10 melanoma (Fig. S4A, B). Interestingly, extravascular NK cells in the metastatic nodules displayed features of CD27^high^ NK cells, with low levels of CD11b, KLRG-1 and Gzmb (Fig. 4E, F). In contrast, NK cells localized within the vasculature of the nodule retain a highly differentiated CD11b^high^ phenotype, more similar to what we observed in the adjacent healthy lung tissue (Fig. 4E, F). To validate this pattern across models, we used an orthotopic 4T1 mammary tumor and a PyMT model with surgical resection of the primary tumor. In both cases, we observed similar NK cell compartmentalization, with less differentiated CD27^high^ NK cells enriched in the extravascular space, while the more differentiated CD11b^high^ NK cell subset predominated in the vasculature (Figure S4C–J). These findings demonstrate that NK cell localization within metastatic lesions is tightly linked to their maturation state, and that this spatial-maturation relationship is conserved across both experimental and spontaneous metastasis models.

**Fig. 4:**
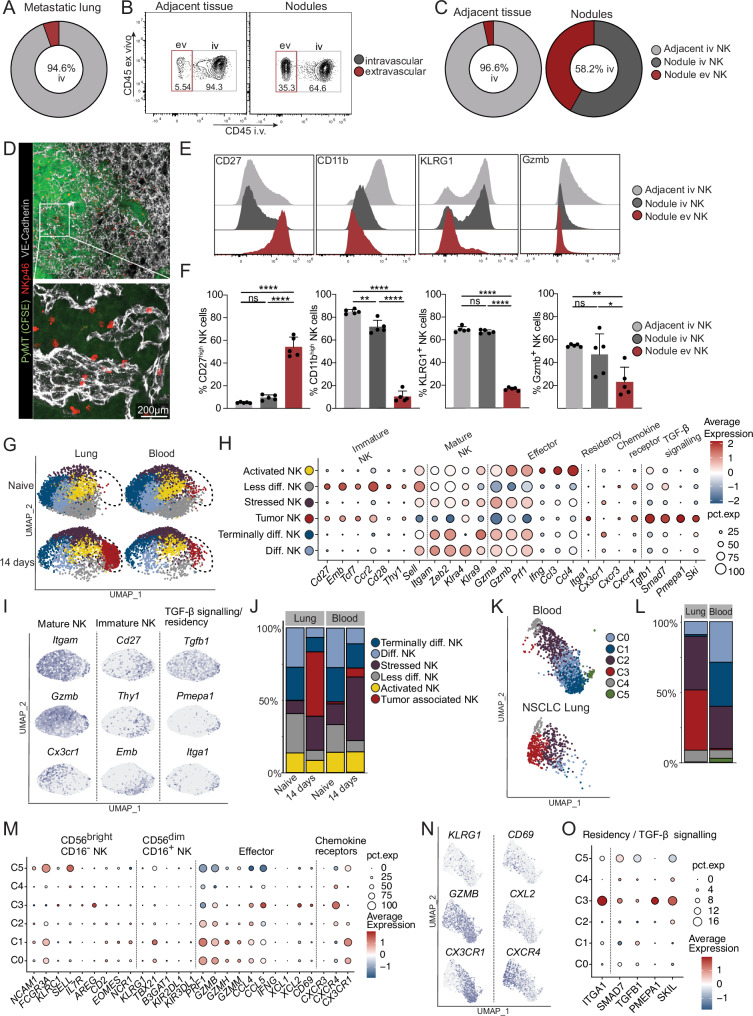
The metastatic nodules serve as a hub for less differentiated NK cells, while the differentiated subset predominantly localizes intravascularly. **A** Donut plot indicating the mean percentage of intravascular (light gray) and extravascular (dark red) NK cells in the lung 14 days after PyMT tumor inoculation. **B, C**, **E**, **F** Mice were inoculated i.v. with PyMT cells (5 × 10^5^). At sacrifice, adjacent lung tissue and tumor nodules were manually separated and analyzed by flow cytometry on day 14 post-inoculation. **B** Representative contour plots showing intravascular and extravascular NK cells in adjacent lung tissue (left) and nodules (right). **C** Donut plot showing the mean percentage of adjacent intravascular, adjacent extravascular (left), nodule intravascular and nodule extravascular (right) NK cells. **D** Immunofluorescence staining of the lung of *Ncr1*^iCre^*Ai14*^fl/wt^ mice injected with CSFE-labeled PyMT cells (5 × 10^5^) (green), 14 days before sacrifice with NKp46^+^ cells (red) within the vasculature (VE-cadherin/gray). **E** Representative histograms depicting expression of CD27, CD11b, KLRG1 and Gzmb in adjacent intravascular, nodule intravascular and nodule extravascular NK cells. **F** Bar charts showing the frequency of CD27^high^, CD11b^high^, KLRG1^+^ and Gzmb^+^ in adjacent intravascular, nodule intravascular and nodule extravascular NK cells. Data (**A**, **C**, **D**, **F**) are representative for one of 3 independent experiments with *n* = 4–5 mice per group. Error bars display means ± SD. Statistical significance was determined by one way ANOVA with Tukey’s multiple comparison test; *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001. ns, not significant. **G–J** Mice were inoculated i.v. with PyMT tumor cells (5 × 10^5^) and transcriptome expression analysis (scRNAseq) of sorted NK cells from the lungs and blood was performed on day 14 post-inoculation. Data shown from one experiment with *n* = 5 mice/group. **G** UMAP displaying clustered (based on gene expression) and manually annotated NK cell subsets in lung and blood of naïve mice and 14 days post-inoculation. **H** Dot plot depicting average expression (color intensity) and the percentage (circle size) of cells expressing specific genes across each cluster. **I** Cluster frequency in lung and blood on the indicated timepoint. **J** UMAPs displaying the expression of the indicated genes across the NK cell clusters. **K–O** Publicly available scRNA-seq data^46^ of NK cells from blood and lung of patients (*n* = 7) with non-small cell lung carcinoma (NSCLC) was re-analyzed. **K** UMAP displaying clustered and manually annotated NK cell subsets in the blood and lung of NSCLC patients. **L** Cluster frequencies in lung and blood. **M** Dot plot depicting the average expression and percentage of cells expressing the indicated genes across each cluster. **N** UMAPs depicting the expression of the indicated genes across the NK cells. **O** Dot plot showing the expression and percentage of cells expressing the residency and TGF-β signaling genes across each cluster.

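Sorted NK cells were sequenced in 3 droplet libraries, from naive mice and from mice taken 6 h and 14 days after intravenous injection of PyMT mammary tumor cells. Lung and blood cells shared a library at each time point and were told apart by hashtag antibodies. The authors deposited the UMI counts of each gene and hashtag in every barcode, without normalization. The methods name lung and blood and then the tags B0304 and B0306, so B0304 was read as lung and B0306 as blood. The text pairs them in no other way. With the stated filter, 8385 barcodes of the naive library, 7584 of the 6 h library and 5785 of the 14-day library remained. Of these, 3681 were assigned to naive lung, 4365 to naive blood, 4679 to 6 h lung, 2740 to 6 h blood, 3573 to 14-day lung and 2069 to 14-day blood. Median UMI counts per cell lay between 5909 in naive lung and 7524 in 14-day blood. With 1 library per time point no test between time points can be made, and cells are not replicates. Shares have exact binomial confidence intervals and sums of counts exact Poisson intervals, both for counting error only.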

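Clusters followed the steps of the methods with departures. The correction by mutual nearest neighbours was rewritten, cells were not called beyond the stated filter, and 103 named and marker genes were left out of the variable features so that these genes did not define the clusters. A cluster took the name of the class whose markers had the highest median log2 fold over all other cells, where at least 3 markers were detected and the median was at least 0.5. Names were thus rebuilt from markers and not taken from the authors. The rule was settled after the clusters had been seen, and 4 versions of it were tried. Clusters 1 (4696 cells, led by Kcnj8, Cdc20b and Entpd1) and 2 (4558 cells, led by Cx3cr1, Ly6c2 and Klrg1) were Terminally differentiated NK-like. Clusters 3 (3065 cells, led by Cmah, Aff3 and Angpt1) and 4 (2722 cells, led by Emb, Plxnc1 and Cables1) were Less differentiated NK-like. Cluster 6 (1627 cells, led by Isg20, Pmepa1 and Rgs10) was Tumor NK-like. Cluster 7 (1232 cells) was Activated NK-like and was led by Gadd45b, Zbtb46 and Nfkbid, with the immediate early gene Nr4a1 among its first 10 genes. Cluster 9 (348 cells, led by Tmem176a, Tmem176b and Cxcr6) was ILC1-like. Cluster 5 (1644 cells, led by Rpl35, S100a6 and Pycard), cluster 8 (1180 cells, led by Srm, Mettl1 and Apex1) and cluster 10 (35 cells) stayed unnamed.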

To gain further insights into these cells, we performed scRNA-seq on sorted CD45^+^lin^−^NK1.1^+^NKp46^+^ cells from naive and metastatic lungs, together with corresponding blood (Fig. 4G–J and Fig. S5A, B). 

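No cluster was named after the Differentiated NK markers alone, and both mature clusters took the name Terminally differentiated NK-like. Itgam (ENSMUSG00000030786, chromosome 7 from 128062640 to 128118491 of GRCm38) had 411 (95% CI 404 to 418) CPM in cluster 1 and 344 (95% CI 337 to 350.3) in cluster 2, over all libraries. The log2 fold over all other cells in cluster 1 was 0.76 for Itgam, 0.96 for Zeb2, 0.24 for Gzma, -0.018 for Gzmb and 0.35 for Prf1. In cluster 2 it was 0.41 for Itgam, 0.49 for Zeb2, 0.64 for Gzma, 0.76 for Gzmb and 0.68 for Prf1. Of these genes, Zeb2 was among the markers that gave both clusters their name, so its height there is not independent of the name. All of them were markers of the Differentiated NK class, which competed for the name.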

We identified two clusters of highly differentiated NK cells characterized by the expression of *Itgam* (CD11b)*, Zeb2, Gzma, Gzmb* and *Prf1* (Perforin). Among these, a more terminally differentiated subset (Terminally diff. NK) showed enriched *Cx3cr1* expression (Fig. 4H, I and Fig. S5A, B). 

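Cx3cr1 (ENSMUSG00000052336, chromosome 9 from 119901616 to 120069879 of GRCm38) had 174 (95% CI 169 to 179) CPM in cluster 2 and 138 (95% CI 134 to 143) in cluster 1. Its log2 fold over all other cells was 1.29 in cluster 2 and 0.80 in cluster 1, against -3.14 in the Tumor NK-like cluster. Cx3cr1 was among the markers that named clusters 1 and 2. Cluster 5, which stayed unnamed, had 119.8 (95% CI 113 to 127) CPM.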

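In the Activated NK-like cluster 7, Ccl4 (ENSMUSG00000018930, chromosome 11 from 83662584 to 83664683 of GRCm38) had 8191 (95% CI 8132 to 8251) CPM, Ccl3 (ENSMUSG00000000982, chromosome 11 from 83647844 to 83649355) had 1387 (95% CI 1363 to 1412) and Ifng (ENSMUSG00000055170, chromosome 10 from 118441046 to 118445892) had 340.3 (95% CI 328 to 353). Their log2 folds over all other cells were 3.17, 2.76 and 1.94, and these genes were among the markers that named the cluster. Of the genes of mature cells, Prf1 and Gzmb were higher than in all other cells, with log2 folds of 0.65 and 0.50. Gzma differed by 0.065, Itgam by -0.036 and Zeb2 by -0.34. Cluster 7 held 5.51% (95% CI 4.80 to 6.30) of naive lung cells and 3.76% (95% CI 3.21 to 4.36) of naive blood cells.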

A related subset termed Activated NK shared this differentiated signature but additionally expressed effector genes such as *Ifng* and the chemokines *Ccl3* and *Ccl4*^41^ (Fig. 4H, I and Fig. S5A, B). Together, these differentiated subsets accounted for the majority of NK cells, consistent with our flow cytometric analysis (Fig. 2A, B). 

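The Terminally differentiated NK-like and Activated NK-like clusters together held 56.0% (95% CI 54.4 to 57.6) of naive lung cells and 58.3% (95% CI 56.8 to 59.8) of naive blood cells. At 14 days they held 28.2% (95% CI 26.7 to 29.7) of lung cells and 42.6% (95% CI 40.4 to 44.7) of blood cells. Different clusters made up the class at each time, since cluster 1 went from 36.8% to 6.30% of lung and from 30.0% to 6.38% of blood cells, while cluster 2 went from 13.7% to 17.6% and from 24.6% to 33.3%. These shares depended on the clustering and on the rule for names. With 1 choice changed at a time, the share lay between 8.94% and 84.0% in naive lung and between 33.7% and 81.9% in naive blood. With the rule for names changed as well, it lay between 7.50% and 87.0% in naive lung and between 5.29% and 81.9% in naive blood, and it exceeded 50% of naive lung in 20 of 56 combinations. Cells of unnamed clusters count outside the class, and in the setting with 8.94% they made up 76.4% of naive lung. Cluster 5, kept out of these classes by the minimum for the median, held 2.20% of naive lung, 4.88% of naive blood, 11.4% of 14-day lung and 24.9% of 14-day blood cells. All cells had been sorted as CD45+lin−NK1.1+NKp46+, so these are shares of sorted cells. The paper states that the differentiated subsets were the majority of NK cells.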

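Of the genes Cd27, Emb, Ccr2, Cd28, Cxcr4 and Thy1, all 6 were higher in cluster 4 than in all other cells. The log2 folds there were 2.47 for Emb, 1.44 for Cxcr4, 1.02 for Cd28, 0.90 for Cd27, 0.71 for Ccr2 and 0.35 for Thy1. In cluster 3, Cd27 (1.00), Ccr2 (0.99), Thy1 (0.67) and Cd28 (0.58) were higher, while Emb (-0.060) and Cxcr4 (-0.70) were not. These genes were among the markers that named both clusters, so their height there is not independent of the name. Both clusters together held 37.4% (95% CI 35.8 to 38.9) of naive lung, 29.0% (95% CI 27.7 to 30.4) of naive blood, 13.5% (95% CI 12.4 to 14.7) of 14-day lung and 17.1% (95% CI 15.5 to 18.8) of 14-day blood cells. Different clusters held the class in the 2 tissues, since cluster 4 alone held 32.2% of naive lung and 1.24% of naive blood cells. These shares too depended on the clustering. Over 14 settings with the rule for names used, they lay between 4.54% and 45.7% in naive lung and between 5.96% and 21.4% in 14-day lung, and in 4 of them the share was higher in 14-day than in naive lung.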

We also detected a less differentiated cell cluster featuring *CD27*, *Emb*, *Ccr2*, *Cd28, Cxcr4, Thy1* and *Sell* (CD62L) (Less diff. NK) (Fig. 4H, I and Fig S5A, B). 

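The Tumor NK-like cluster 6 held 39.9% (95% CI 38.3 to 41.5) of 14-day lung cells and 3.38% (95% CI 2.65 to 4.26) of 14-day blood cells. With 1426 of its cells from 14-day lung it is mostly a cluster of 1 library, and the time point cannot be separated from that library. It held 0 of 3681 naive lung cells, with a 95% CI up to 0.100%, and 0.893% (95% CI 0.636 to 1.22) of naive blood cells. The blood cells in it had less Pmepa1, with 23.1 (95% CI 13.2 to 37.4) CPM at 14 days against 303.7 (95% CI 294 to 314) in its 14-day lung cells. In 6 of 14 settings no cluster met the rule for the name. The cluster with the highest Tumor NK markers held between 31.3% and 43.6% of 14-day lung cells over all settings, a measure chosen after seeing the data. Compared with the differentiated classes of naive lung, the 14-day lung cells of cluster 6 had log2 ratios of 1.96 (95% CI 1.86 to 2.06) for Emb, 1.89 (95% CI 1.69 to 2.10) for Cd27, 1.70 for Thy1 and 0.94 (95% CI 0.85 to 1.03) for Ccr2. Cd28 differed by 0.053 (95% CI -0.12 to 0.23). Compared with all naive lung cells the ratios were -0.021 (95% CI -0.074 to 0.032) for Emb, 0.54 for Cd27, 0.76 for Thy1, 0.17 for Ccr2 and -0.57 for Cd28. Compared with the Less differentiated NK-like cells of naive lung they were -0.92, -0.23, 0.23, -0.40 and -1.03 in the same order. All of these ratios compare different libraries. Within 14-day lung, the log2 ratios of cluster 6 over all other cells were 0.81, 1.14, 0.73, 0.95 and 0.32 in that order. Over the differentiated classes of 14-day lung they were 3.37, 2.11, 1.75, 1.72 and 0.82. The genes given were thus higher in cluster 6 than in other cells of the same library and tissue. Over all lung cells, the median log2 ratio of the genes of less differentiated cells as a list was -0.30 (95% CI -0.35 to -0.24) at 14 days over naive. The median of all genes with at least 50 CPM moved by -0.25, and relative to it these genes moved by -0.045.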

Whereas naïve lung and blood mostly contained differentiated NK cells, metastatic lungs harbored a large cluster of tumor-associated NK cells (Tumor NK) expressing markers of less differentiated NK cells (*Emb*, *Cd27*, *Ccr2*, *Cd28, Thy1* or *Sell*) (Fig. 4H–J and Fig. S5A, B), confirming our flow cytometric data (Fig. 4E, F). Notably, these tumor-associated NK cells also upregulated genes indicative of tissue-residency and TGF-β imprinting (*Itga1* (CD49a)*, Tgbf1*, *Smad7*, *Pmepa1* or *Ski*) (Fig. 4G–J and Figure S5-A, B), resembling NK cell populations previously described in primary tumors and liver metastases that exhibit impaired tumor control^42–45^.

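At 14 days over naive, the log2 ratio in lung was 3.04 (95% CI 2.90 to 3.18) for Pmepa1 (ENSMUSG00000038400, chromosome 2 from 173224458 to 173276533 of GRCm38) and 2.28 (95% CI 2.11 to 2.45) for Itga1 (ENSMUSG00000042284, chromosome 13 from 114953096 to 115101964). It was 1.09 (95% CI 1.04 to 1.15) for Tgfb1 (ENSMUSG00000002603, chromosome 7 from 25687002 to 25705077), 0.77 (95% CI 0.68 to 0.86) for Ski (ENSMUSG00000029050, chromosome 4 from 155154075 to 155222592) and 0.75 (95% CI 0.69 to 0.81) for Smad7 (ENSMUSG00000025880, chromosome 18 from 75367529 to 75395935). In blood of the same libraries, Itga1 and Pmepa1 moved by 0.93 and 1.01, and Tgfb1, Smad7 and Ski by -0.094, -0.18 and -0.16. The median over the 5 genes was 1.09 (95% CI 1.04 to 1.15) in lung and -0.094 (95% CI -0.16 to -0.003) in blood, and relative to the median of all genes 1.35 and 0.11. The lung median moved most, to 1.27, without mitochondrial and ribosomal protein genes in the totals. Within 14-day lung, cells of cluster 6 exceeded all other cells by log2 ratios of 2.41 for Pmepa1, 1.55 for Itga1, 1.51 for Tgfb1, 1.02 for Smad7 and 0.98 for Ski. These genes also gave the cluster its name. Of the 3 heat shock genes in the list of stress markers, singled out after their values were seen, Hspa1a and Hspa1b were higher in 14-day lung by 4.26 (95% CI 3.71 to 4.88) and 3.71 (95% CI 3.38 to 4.07), and Dnajb1 by only 0.14 (95% CI 0.039 to 0.25). From the genes of tissue residency and of TGF-β imprinting, the paper reasons that these cells resemble populations of primary tumors and liver metastases.

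**Figure D1:**
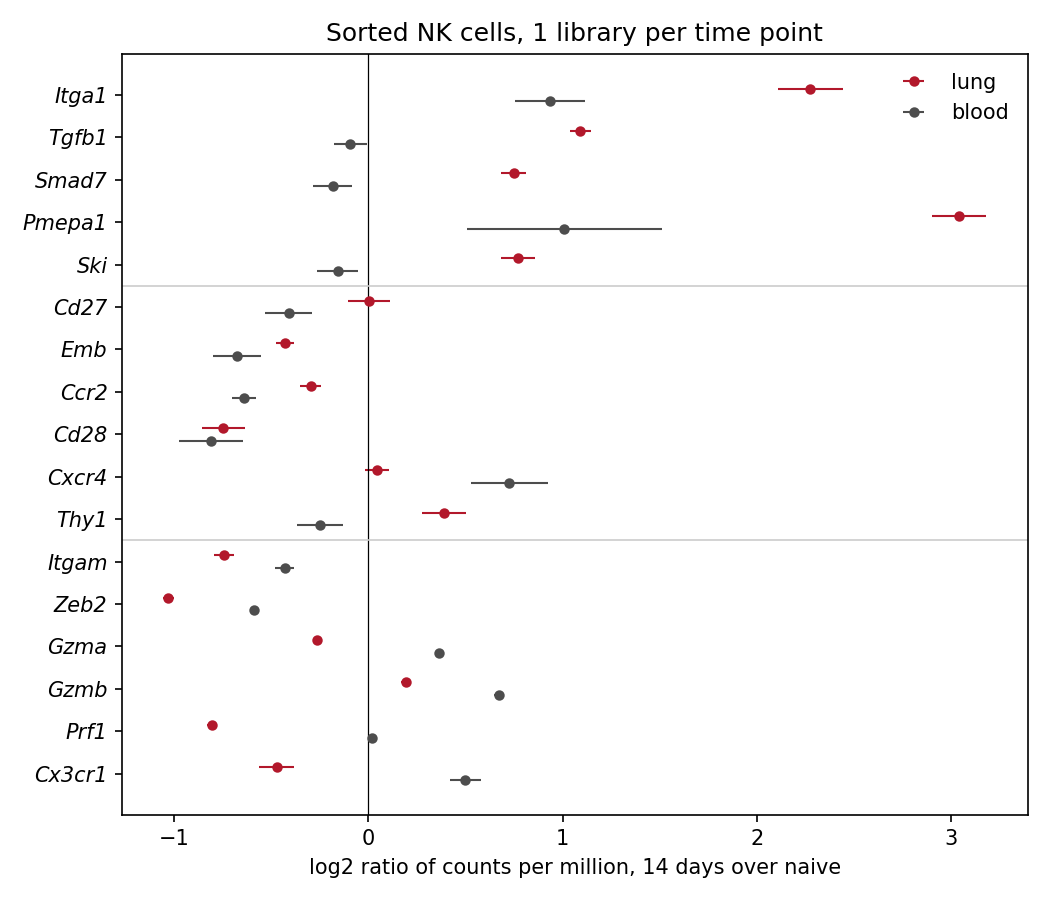
Log2 ratio of CPM at 14 days over naive in sorted NK cells of lung and blood, for genes of residency and TGF-β signalling, of less differentiated cells and of differentiated cells, from top to bottom. Points are single libraries and bars are 95% intervals of counting error, and Pmepa1 in lung has the largest ratio.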

We next investigated whether these observations are relevant to human cancer by re-analyzing a public scRNA-seq dataset of circulating and tumor-associated NK cells from Non-small cell lung cancer (NSCLC) patients^46^. This analysis revealed six distinct clusters of NK cells (C0-C5) expressing *NCR1* (NKp46)*, NCAM1* (CD56) and *FCGR3A* (CD16) (Fig. 4K–M). Intriguingly, two of these clusters (C0 and C1) were predominantly found in the circulation and nearly absent in the tumor (Fig. 4K–M), which instead featured the emergence of cluster (C3) (Fig. 4K–M). The circulating clusters (C0 and C1) were characterized by a differentiated CD56^dim^CD16^pos^ phenotype expressing *CX3CR1*, *FCGR3A*, *PRF1*, *GZMB* and *KLRG1* (Fig. 4M, N). In contrast, the tumor-specific cluster C3 appears less differentiated with features typical of CD56^bright^CD16^neg^ NK cells (*NCAM1*, *CD2*, *CD27*, *SELL*, *CD69*) (Fig. 4M, N) as well as a signature of tissue residency (*CD69* and *ITGA1*) and of TGF-β-induced genes (*SMAD7, TGFB1, PMEP1, SKIL)* (Fig. 4O). Thus, in line with our findings in the murine metastatic model, patients with lung tumors showcase a compartmentalization of NK cells characterized by high frequencies of the more differentiated subsets in the blood, while less differentiated NK cells predominate in the tumor tissue^46^.

### Metastatic nodules preferentially attract less differentiated CD27high NK cells while impairing the migration and cytotoxicity of the differentiated CD11bhigh subset

Based on our observation that tumor-associated NK cells resemble CD27^high^ NK cells, we hypothesized that this subset is preferentially recruited to the lung metastatic nodules. To investigate this, we adoptively transferred CD27^high^ and CD11b^high^ NK cells from naive CD45.1 and CD45.2 mice, respectively, at a 1:1 ratio into *Rag2*^-/-^*ll2rg*^-/-^ mice bearing lung metastases (Fig. 5A). Strikingly, at day 1 after the transfer, we found that CD27^high^ NK cells infiltrated the metastatic tissue more efficiently than the differentiated CD11b^high^ subset, which instead remained more prevalent in the vasculature (Fig. 5B). Importantly, none of the CD27^high^ NK cells had differentiated into CD11b^high^ NK cells in this time window (Figure S6A). At six days post-transfer, most intravascular CD27^high^ NK cells had differentiated towards the CD11b^high^ subset, whereas intranodular NK cells showed an impaired differentiation (Fig. 5C, D and Figure S6B). Furthermore, CD27^high^-derived intranodular NK cells upregulated CD49a, indicative of TGF-β imprinting (Fig. 5E). Although less efficient at infiltrating the metastatic nodules, the CD11b^high^ NK cells that extravasated in the metastatic lungs underwent a rapid downregulation of KLRG1, CX3CR1 and Gzmb compared to those found intravascularly in metastatic or naïve lungs (Fig. 5F, G and Figure S6C). CD11b^high^ NK cells displayed only limited upregulation of CD49a (Figure S6D), consistent with CD27^high^ NK cells being more prone to TGF-β imprinting^47^.

**Fig. 5:**
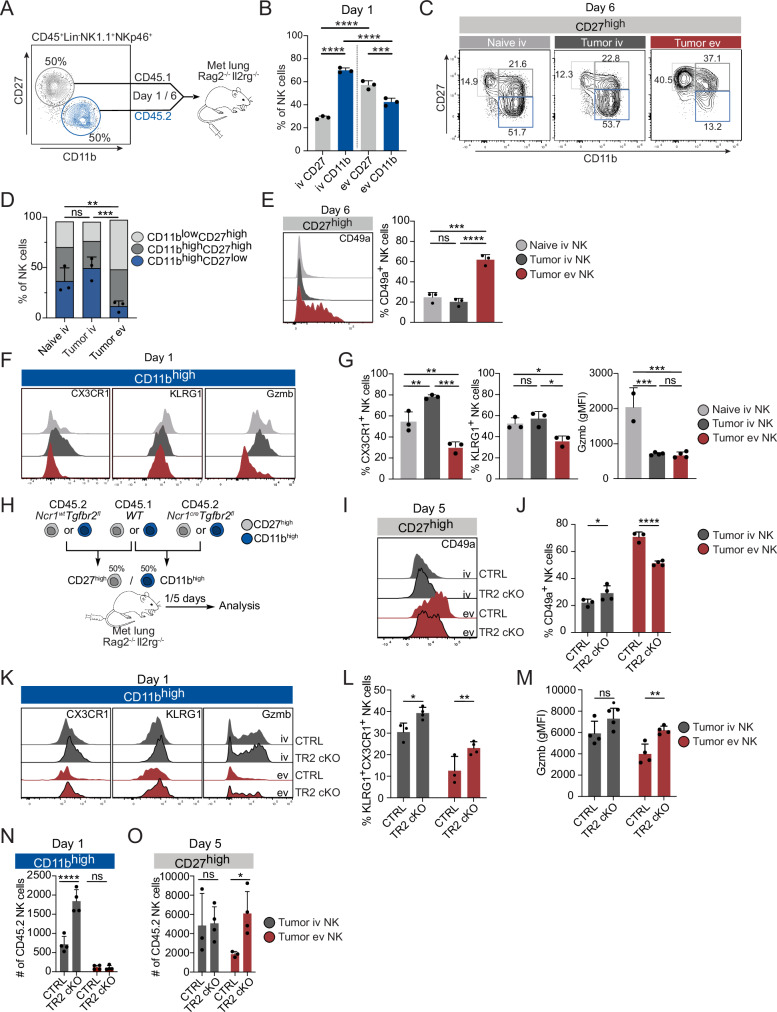
Metastatic lungs preferentially attract less differentiated NK cells while impairing the migration and cytotoxicity of the differentiated subset. **A–H** PyMT cells (5 × 10^4^) were injected i.v. into *Rag2*^*-/-*^*Il2rg*^*-/-*^ mice. 7 days post-inoculation, FACS-sorted CD45.1^+^CD27^high^ (gray) and CD45.2^+^CD11b^high^ (blue) NK cells were adoptively transferred at a 1 to 1 ratio and NK cells were analyzed 1 day and 6 days post-transfer. **A** Schematic illustration of experimental approach. **B** Bar charts depicting the frequency of CD45.1^+^CD27^high^ and CD45.2^+^CD11b^high^ NK cells in the lung comparing intravascular (iv) and extravascular (ev) NK cells at day 1 post-transfer. **D** Representative contour plots and (**D**) bar charts depicting differentiation stages of CD45.1^+^CD27^high^-derived NK cells in naïve intravascular, metastatic tumor intravascular and tumor extravascular lung tissue at day 6 post transfer. **E** Representative histograms and bar charts depicting CD49a expression intravascular and metastatic tumor extravascular from CD27^high^-derived NK cells at day 6 post transfer. **F** Representative histograms and (**G**) bar charts showing CX3CR1, KLRG1 and Gzmb expression in naïve intravascular, metastatic tumor intravascular and tumor extravascular CD11b^high^ NK cells at day 1 post-transfer. **H–O** CD45.2 CD27^high^ or CD11b^high^ NK cells from *Ncr1*^Cre^*Tgfr2*^fl^ (TR2 cKO) mice or *Ncr1*^wt^*Tgfbr2*^fl^ (CTRL) littermate controls, together with the WT CD45.1 counterparts were adoptively transferred at a 1 to 1 ratio into metastatic-bearing *Rag2*^-/-^*l2rg*^-/-^ mice and NK cells were analyzed 1 day and 5 days post-transfer. **H** Schematic illustration of experimental approach. **I** Representative histogram and (**J**) bar charts showing the expression of CD49a on intravascular and extravascular CD45.2^+^CD27^high^ NK cells from *Ncr1*^Cre^*Tgfr2*^fl^ (TR2 cKO) or *Ncr1*^wt^*Tgfbr2*^fl^ (CTRL) mice day 5 post-transfer. **K** Representative histograms and bar charts depicting (**L**) CX3CR1, KLRG1 and (**M**) Gzmb expression in intravascular and extravascular CD45.2^+^CD11b^high^ NK cells from *Ncr1*^Cre^*Tgfr2*^fl^ (TR2 cKO) or *Ncr1*^wt^*Tgfbr2*^fl^ (CTRL) 1 day post transfer. **N** Bar charts depicting number (#) of intravascular and extravascular CD45.2^+^CD11b^high^ NK cells per lung (TR2 cKO or WT) 1 day post transfer. **O** Bar charts depicting number (#) of intravascular and extravascular CD45.2^+^CD27^high^ NK cells per lung (TR2 cKO or WT) 5 days post transfer. Data is representative of 3 (**B**–**G**) or 2 (**I**–**O**) different experiments with *n* = 3–5. Error bars display means ± SD. Statistical significance was determined by two-way ANOVA with a Sidak’s post hoc test (F) or One-way ANOVA with Tukey’s multiple comparisons test (**B**, **D**, **H**, **K**, **M**); *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001. ns, not significant.

Since NK cells in both metastatic nodules and human lung tumors display a TGF-β imprinting gene signature, we next investigated how TGF-β signaling on NK cells would influence the infiltration and intranodular phenotype. To investigate this, we transferred either CD27^high^ or CD11b^high^ NK cells from CD45.2^+^ *Ncr1*^Cre^ *Tgfr2*^fl^ mice, lacking TGF-β receptor 2 in NKp46^+^ group 1 ILCs, together with CD45.1^+^ wild-type (WT) NK cells at a 1:1 ratio into metastasis-bearing *Rag2*^-/-^*ll2rg*^-/-^ mice (Fig. 5H). As expected, upregulation of the residency marker CD49a was reduced in nodule-infiltrating, extravascular CD27^high^ NK cells from *Ncr1*^Cre^*Tgfbr2*^fl^ mice, compared to control NK cells (Fig. 5I, J). Similarly, the loss of KLRG1, CX3CR1 and Gzmb observed in extravasated CD11b^high^ NK cells was partially rescued when this subset was not able to sense TGF-β (Fig. 5K–M). Hence, the release of TGF-β from the metastatic microenvironment redirects CD27^high^ NK cell differentiation towards a tumor-associated state, while impairing effector and cytotoxic features of differentiated NK cells.

Finally, we wanted to understand if TGF-β influences the spatial distribution of NK cells, specifically the compartmentalization of less differentiated CD27^high^ NK cells infiltrating the tumor and differentiated CD11b^high^ NK cells remaining in the vasculature. At day one post-transfer, more CD11b^high^ NK cells localized in the vasculature when TGF-β signaling was absent, potentially due to the rescue of CX3CR1 expression (Fig. 5N). Nevertheless, their recruitment to the extravascular compartment of the nodules was unchanged between *Ncr1*^Cre^*Tgfbr2*^fl^ and *Ncr1*^wt^*Tgfbr2*^fl^ control cells (Fig. 5N). Strikingly, CD27^high^ NK cells were significantly more abundant in metastatic nodules when they could not sense TGF-β (Fig. 5O). Together, these findings demonstrate that TGF-β plays a critical role in shaping both the functional state and spatial distribution of NK cells in lung metastases.

## Discussion

NK cells are essential in restricting cancer spread to the lung. To better understand this process, we investigated the timing, spatial distribution, and mechanisms by which NK cells influence the metastatic cascade. Our findings reveal the compartmentalized activity of lung NK cells in tumor surveillance. Tumor cells metastasizing to the lung are rapidly eliminated by a subset of highly differentiated CD11b^high^ NK cells confined to the pulmonary vasculature. In contrast, at later stages of metastasis development only the CD27^high^ NK cell subset can effectively extravasate and enter tumor tissue. Finally, we show that once in the metastatic tissue, CD27^high^ NK cells are rapidly paralyzed by TGF-β, and that blocking this signaling pathway unleashes their expansion potential.

The predominance of differentiated NK cells in murine and human lungs has been long reported^12,24,26,48^. Our findings however demonstrate that this subset of NK cells is preferentially recruited to the lung, rather than the lung being a site of NK cell differentiation. The pulmonary circulation represents a vascular system with unique features, as it needs to accommodate the entire cardiac output while maintaining tissue homeostasis^49^. Our data indicate that, when compared to other vascular beds, the pulmonary endothelia express high levels of CX3CL1 at steady-state conditions. The binding of CX3CL1 to its receptor CX3CR1 has been shown to promote NK cell chemotaxis and activation, enhancing their ability to lyse target cells^50,51^. Along the line, we observed a decreased recruitment of differentiated NK cells to the lung when these cells lacked CX3CR1, which is exclusively expressed in this NK cell subset. While the CX3CL1/CX3CR1 axis seems to influence the preferential migration of NK cells to the lung vasculature, the potential contribution of additional factors requires further investigation. We found LFA-1/ICAM-1 and VLA-4/VCAM-1 to be among the strongest interactions that facilitate the crosstalk between NK cells and pulmonary endothelial cells. Although the expression of both ICAM-1 and VCAM-1 is typically upregulated during inflammatory conditions^52^, we observed elevated basal levels of both adhesion molecules in the lung vasculature, potentially attributed to continual exposure to environmental threads. Interestingly, the blockade of LFA-1 and VLA-4 under steady-state conditions resulted in reduced numbers of differentiated NK cells associated with the pulmonary vasculature. Thus, beyond the primary role of these integrins in mediating leukocyte arrest on activated endothelium^53^, they appear to be crucial for lung NK cells during homeostasis. Consequently, upon disruption of the LFA-1/ICAM-1 and VLA-4/VCAM-1 axes, NK cells lose their intravascular localization, compromising surveillance of metastasizing tumor cells.

The depletion of NK cells 24 h or 7 days after tumor cell inoculation showed no effect on the metastatic burden in the lung, indicating that tumor cells extravasated to the lung tissue are no longer controlled by NK cells. We and others have previously shown that NK cells become dysfunctional during metastatic outgrowth, evidenced by their inability to effectively eliminate tumor cells^18,30^. Along the line, nodule-infiltrating NK cells are hindered from undergoing full differentiation and display a rapid downregulation of migration and effector molecules such as CX3CR1 or Gzmb, as described in primary tumors^43,45^. However, we here show that in addition to the tumor-driven suppressive effects, NK cell subsets are inherently different in their capacity to enter and survive in the metastatic tissue, with less differentiated CD27^high^ NK cells infiltrating more efficiently than CD11b^high^ NK cells. Given the lower effector functions associated with the CD27^high^ NK cell subset^24^, the observed inability to control metastatic outgrowth might be partially explained by the preferential invasion of CD27^high^ cells, rather than solely by the desensitization of CD11b^high^ NK cells.

A hallmark of NK cells in both primary tumors and metastasis is their imprinting by TGF-β, which limits antitumor activity^42,44^ and occurs shortly after NK cells infiltrate the tumor microenvironment^43,45^. Apart from driving adaptations towards tissue residency, TGF-β is also a key driver of metabolic dysfunction in NK cells, as well as an inhibitor of effector functions and cell surface activating receptors needed^47,54–57^. We here show that TGF-β affects both CD27^high^ and CD11b^high^ NK cells entering the tumor; however, it is mainly the CD27^high^ subset that is driven towards an alternative differentiation program featuring adaptations seen in steady-state NK cell tissue-residency^58,59^. Transfer of NK cells lacking the receptor for TGF-β led to a partial restoration of cytotoxic features among CD11b^high^ NK cells and blocked the upregulation of CD49a levels on CD27^high^ NK cells. Furthermore, the absence of TGF-β led to enhanced persistence of the CD27^high^ NK cell population, suggesting potential therapeutic advantages. Thus, the benefits of TGF-β blockade^32,44^ may largely stem from its impact on this tumor-infiltrating CD27^high^ NK cell subset. Considering that human tumor-infiltrating NK cells display a similar CD56^bright^CD16^neg^ TGF-β imprinted phenotype, NK cell-based therapies might benefit from using TGF-β receptor deficient CD56^bright^CD16^neg^ NK cells. However, additional work is still needed to understand the role of other immunosuppressive factors or inhibitory checkpoints that restrict NK cell responses in the metastatic microenvironment.

In conclusion, our study supports a compartmentalized model of NK cell surveillance where distinct populations of NK cells operate within specialized microenvironments to target and control metastatic progression.

## Methods

### Mice

6- to 10-week-old female and male C57BL/6 mice were purchased from Janvier Labs. Ncr1^Cre/wt^ mice (B6.Ncr1tm1.1(icre)Viv) were provided by Eric Vivier. Ai14^fl/fl^ (B6;129S6-*Gt(ROSA)26Sor*^tm14(CAG-tdTomato)Hze^/J, stock# 007908), C57BL/6-LY5.1 (CD45.1) mice, *Tgfbr2*^fl^ (B6;129-*Tgfbr2*^tm1Karl^/J, stock# 012603), *Tgfb1*^fl^ (C57BL/6J-*Tgfb1*^em2Lutzy^/Mmjax, stock# 065809), *Rag2*^−/–^*Il2rγ*^−/−^ (C;129S4-Rag2^tm1^.^1Flv^Il2rg^tm1.1Flv^/J, stock #014593), CX_3_CR1^GFP^ knock-in/knock-out (B6.129P2(Cg)-Cx3cr1^tm1Litt^/J, stock# 005582) were purchased from the Jackson Laboratory. All mice were maintained on a C57BL/6 background and were housed in a pathogen-free environment. Mice were used for experiments at the age of 6–10 weeks. Mice were socially housed with a dark-light cycle of 12 h and 45–65% humidity under specific-pathogen-free conditions according to institutional guidelines in the Laboratory Animal Services Center of the University of Zurich.

All experiments were approved by the Cantonal Veterinary Office of Zurich. Humane endpoints were applied throughout. In the primary mammary fat pad tumor model, mice were euthanized if tumors exceeded 2,000 mm³, if ulceration occurred, if animals displayed severe weight loss or deteriorated body condition, or if pain and distress could not be alleviated by analgesia. In the intravenous lung metastasis model, mice were euthanized if they lost more than 15% of their initial body weight, developed severe respiratory distress or experienced pain that could not be controlled with analgesia. In both models, animals were sacrificed immediately if they reached predefined severity limits.

### Tumor cell lines

PyMT cells were a gift from David G DeNardo (Division of Oncology, Washington University School of Medicine). MC38 and B16-F10 melanoma cells were purchased from ATCC. 4T1 cells were provided by Prof. Michael Detmar. Cells were cultured in Dulbecco’s Modified Eagle Medium (DMEM, Gibco) supplemented with 10% fetal bovine serum (FBS, ThermoFischer Scientific), 2mM L-glutamine and 2% penicillin/streptomycin (Gibco). Cells were cultured at 37 °C in a humidified atmosphere with 5% CO_2_.

### Mouse tumor inoculation and treatments

To generate lung metastasis, mice were inoculated intravenously (i.v.) with 1 × 10^5^ cells in the tail vein. Alternatively, 1 × 10^5^ cells in 50 µl PBS were injected into the fourth mammary fat pad. Lung metastasis from luciferase-expressing tumor cell lines was quantified using IVIS 200 imaging system (PerkinElmer) 10 min after intraperitoneally (i.p.) injection of 150 mg/kg D-Luciferin (Promega).

For resection of primary tumors, mice received pre-operative analgesia with buprenorphine (0.1 mg/kg, subcutaneously) 30 min prior to surgery. Anesthesia was induced and maintained with 2% isoflurane, and the eyes were protected with Vitamin A cream (Bausch & Lomb). The tumor area was disinfected using 70% ethanol and betadine (Mundi Pharma), followed by the application of xylocaine gel (2%, AstraZeneca) to the skin. Primary tumor were surgically resected using needle-nose forceps, sharp-blunt type scissors and hemostats to cauterize blood vesssels. The surgical wound at the skin surface with non-resorbable sutures (PERMAHAND® Silk Suture, ETHICON). Post-operative analgesia was provided via buprenorphine (0.1 mg/kg, s.c.) every 4–6 h for 48 h. Additionally, buprenorphine (1 mg/kg) was added to the drinking water.

For depletion of NK cells, 200 µg anti-NK1.1 antibody (clone PK136, BioXcell) was injected i.p. in PBS. Control mice were injected with 200 µg mouse IgG2a isotype control (clone C1.18, BioXcell).

For blockade of LFA-1 and VLA-4, mice were injected with 100 µg anti-LFA-1α antibody (M17/4, BioXcell) and anti-VLA-4 antibody (clone PS/2, BioXcell) i.v. Control mice were injected with 100 µg anti-trinitrophenol (2A3, BioXcell) and anti-keyhole limpet hemocyanin (LTF-2, BioXcell), respectively.

### Tissue processing for single cell suspensions

All mice were euthanized by lethal CO₂ inhalation for most experiments. For immunofluorescence staining or experiments involving anti-CD45 intravenous labeling, mice were euthanized by intraperitoneal injection of pentobarbital. In all cases, transcardiac perfusion was performed with ice-cold PBS. For analysis of intravascular leukocytes, anti-CD45-Pacific Blue (Biolegend) (5 µg/mouse) was injected i.v. 5 min prior to sacrifice^33^. Following transcardial PBS perfusion, lungs and spleens were collected in ice-cold PBS. Lungs were minced into pieces using the gentleMACS dissociator (program m_lung_01_02, Miltenyi Biotec) in digestion buffer (HBSS) with calcium/magnesium supplemented with 2% FCS10 mM HEPES, 30 μg ml–1 DNase I and 0.4 mg/ml collagenase IV. Similarly, spleens were cut manually, and the organs were digested in digestion buffer for 30 min at 37 °C with gentle rocking. For the lung, this was followed by further dissociation on the gentleMACS Dissociator (program m_lung_02_01). Organs were filtered through 70 μm cell strainers and washed and incubated in ACK (ammonium-chloride-potassium, Sigma-Aldrich) buffer for 3 min to lyse erythrocytes.

Blood was collected prior to perfusion from the heart and collected in Li-heparin–coated tubes (Sarstedt) and incubated for 15 min in ACK buffer at 4 °C with gentle rocking.

### Flow cytometry

Cells were incubated for 15 min in FcReceptor-blocking buffer (anti-CD16/32 in PBS, Biolegend) before staining. Cells were washed with PBS and incubated in antibody staining for 30 min at 4 °C. In some experiments, biotinylated antibodies for lineage exclusion (CD3ε, CD5, TCRβ, CD19, Ly6G, Ter119) (Table S1) were added to the staining and an additional staining step with a streptavidin-fluorophore conjugate was performed. For intracellular stainings, cells were fixed and permeabilized using Foxp3/transcription factor fixation/permeabilization concentrate and diluent (eBioscience) at 4 °C for 45 min. Cells were washed two times with PermWash (0.01% sodium azide, 0.5% saponin and 2% BSA in PBS) and incubated with antibodies in Permwash at 4 °C overnight. Antibodies were purchased from BioLegend, BD or Thermo Fisher (Table S1). Stained cells were acquired on a Cytek Aurora spectral analyzer (Cytek Biosciences) and analyzed with FlowJo (BD). Dead cells were excluded using Live/Dead fixable staining reagents (LIVE/DEAD Blue or LIVE/DEAD Fixable Near-IR, Thermo Fisher) and doublets were excluded by FSC-A/FSC-H and SSC-A/SSC-H gating.

### Cell sorting

Preparation of single-cell suspensions and subsequent procedures were performed as described above under sterile conditions. Single cells were stained with biotinylated antibodies against lineage (CD3ε, CD5, TCRβ, CD19, Ly6G, Ter119) for 30 min, cells were washed and negatively selected of Lineage^+^ cells using Streptavidin Nanobeads (BioLegend) for 30 min at 4 °C. Cells were stained with antibodies and afterwards kept in HBSS (without Mg_2_ and Cl_2_,Gibco) supplemented with 30% FBS at 4 °C. Sorting was performed using a FACSymphony S6 cell sorter or FACSAria III (BD).

### Adoptive transfers

The cells were sorted using a FACS cell sorter, and gates were set to specifically isolate single-positive CD27^+^CD11b^-^ and CD11b^+^CD27^-^ NK cells. To confirm the purity of the sorted populations, we performed a re-analysis directly after sorting. Sorted cells were washed, counted and resuspended in sterile PBS and injected i.v. in the tail vein of *Rag2*^-/-^*Il2r*^-/-^ recipients. For the transfers 200,000 NK cells were injected. NK cells were analyzed using flow cytometry 1, 3, 5 or 6 days after transfer.

### In vitro adhesion assay

Mouse MS1 blood endothelial cells were maintained on culture dishes coated with collagen type-I (Advanced Biomatrix) and fibronectin (Millipore) (both at 10 µg/ml) in Dulbecco’s Modified Eagle Medium (DMEM, Gibco) supplemented with 5% FBS. Prior to the experiment, 25,000 MS1 cells / well were seeded on coated 96-well plates. On day 2 after seeding, cells were stimulated overnight with TNFα (Peprotech, 10 µg/ml). The next day, the medium was removed, and 50,000 FACS-sorted NK cells pretreated with blocking antibodies (10 µg/ml of anti-LFA-1 and anti-VLA-4 or isotype control) were added to the MS1 monolayer and incubated on a gyral shaker for 30 min. Subsequently, wells were washed twice with PBS, before trypsinization and counting of the adhered NK cells using a Cytoflex S instrument (Beckmann Colter).

### Immunofluorescence

Mice were euthanized by lethal i.p. injection of pentobarbital and transcardiac perfusions were performed with ice-cold PBS. The tracheae were exposed and lungs were instilled intratracheally with 1 ml of prewarmed 2% low-melting agarose. Lungs were incubated in cold 4% PFA for 2 h at 4 °C and separate lung lobes were embedded in 2% low-melting agarose. Samples were sectioned using the Leica VT1200 S vibratome to generate 100 to 200 µm thick slices. Slides were washed twice with PBS for 5 min and were incubated in blocking buffer consisting of 5% donkey/goat serum (BioConcept or Thermo Fisher), 0.2% BSA (Sigma Aldrich), 0.3% Triton-X100 (Sigma Aldrich) for 1 h at RT on a gyral shaker. The slices were then incubated overnight at 4 °C with primary antibodies (Table S2) in blocking buffer. Slides were then washed six times with PBS (10 min) at RT on a gyral shaker and stained with secondary antibodies (Table S2) at 4 °C. Slides were washed three times with PBS (10 min) and stained with DAPI for 10 min at 4 °C. Finally, slides were washed three times with PBS (10 min) and mounted. Images were taken on the Leica SP8 Falcon and processed with Imaris.

### Single-cell RNA sequencing

Mice were i.v. inoculated with 1 × 10^5^ PyMT cells 14 days and 6 h before they were sacrificed. At the endpoint, lungs and blood were prepared as described above. Lung and blood immune cells were distinguished by labeling with unique hastags Totalseq-B0304 and B0306 (Biolegend). 

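Each hashtag was split at Otsu's threshold of its log10 counts over the kept cells of a library. In the 14-day library the threshold was 125 counts for B0304 and 95.0 for B0306, and cells above it had a median of 1479 and 1984 counts. Cells below it had medians of 13 and 10 counts. Both tags were found on 3.91% of naive, 2.07% of 6 h and 2.33% of 14-day cells, which were left out as doublets between tissues.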

Live NK cells from lung and blood were sorted into PBS containing 2% FBS. Viability of the sorted cells was evaluated with trypan blue and was over 95% for all samples. Sorted cells were loaded into 10x Genomics Chromium in parallel. Libraries were prepared following manufacturer’s protocol (Chromium Next GEM Single Cell 3ʹ Reagent Kits v3.1 protocol) and sequenced on an Illumina NovaSeq sequencer according to 10X Genomics recommendations to a depth of around 50,000 reads per cell. Initial processing was done using Cell Ranger (v7.0.1) mkfastq and count (reads were aligned to GENCODE reference build GRCm38.p6 Release M23). Starting from the filtered gene-cell count matrices produced by CellRranger’s built-in cell calling algorithms, we proceeded with Seurat v5 workflow^60^.

### Downstream analysis of single-cell RNA sequencing

Analysis, including quality control (QC), processing, graph-based clustering, visualizations, and differential gene expression analyses of the scRNA-seq data were performed in R using the Seurat pipeline (version 5.0)^60^. All samples were merged and processed together. Firstly, potential low-quality cells with number of features below 800 and above 5000, or with more than 6% mitochondrial genes were filtered out using the QC parameters of nFeature_RNA and percent.mt. 

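Doublets within a tissue carry a single tag. From the cells with both tags they were estimated at 4.14% of naive, 2.43% of 6 h and 2.76% of 14-day cells. Scrublet's own threshold marked only 4, 4 and 3 cells and was not used. Doublets within a tissue therefore remain among the cells reported, except in the alternative that leaves out the highest scores.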

Global count normalization was performed, followed by selection of variable features (n = 2000), linear transformation using ScaleData, and dimensionality reduction (PCA). Data of lung and blood samples were integrated using FastMNN^61^. Graph-based clustering and dimensionality reduction were performed using the first 30 principal components and a resolution value of 0.8. NK cell cluster assignment were based on cluster-specific genes identified with the FindAllMarkers function (only.pos = TRUE, min.pct = 0.25, logfc.threshold = 0.25). For murine endothelial cells, the dataset of^36^ was used.

### Statistics and reproducibility

All experiments were performed using randomly assigned, sex-matched mice without blinding of investigators. No statistical methods were used to determine sample sizes. All data points reflect biological replicates. The results are presented as mean ± SD unless otherwise specified. Statistical significance was determined using Graphpad Prism (GraphPad Software Inc.). Statistical significance was calculated with one-way analysis of variance (ANOVA) with Tukey’s multiple comparison test or with a two-way ANOVA with Sidak’s posthoc test: P < 0.05 was considered significant (*P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001; ns, not significant). For all immunofluorescence images shown in panels 1 h, 1i, 3 d, and 4 d, experiments were independently repeated at least 2–3 times to ensure reproducibility of the images.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE301222. All other data supporting the findings of this study are either included in the article or are available from the corresponding author upon reasonable request. Source data are provided with this paper.

# Supplementary material for: Tissue localization of natural killer cells dictates surveillance of lung metastasis
**Source:** Nat Commun. 2025 Oct 27;16:9464. doi: 10.1038/s41467-025-64531-7
**Supplement:** Supplementary file 1 — Supplementary Information

**Figure S1**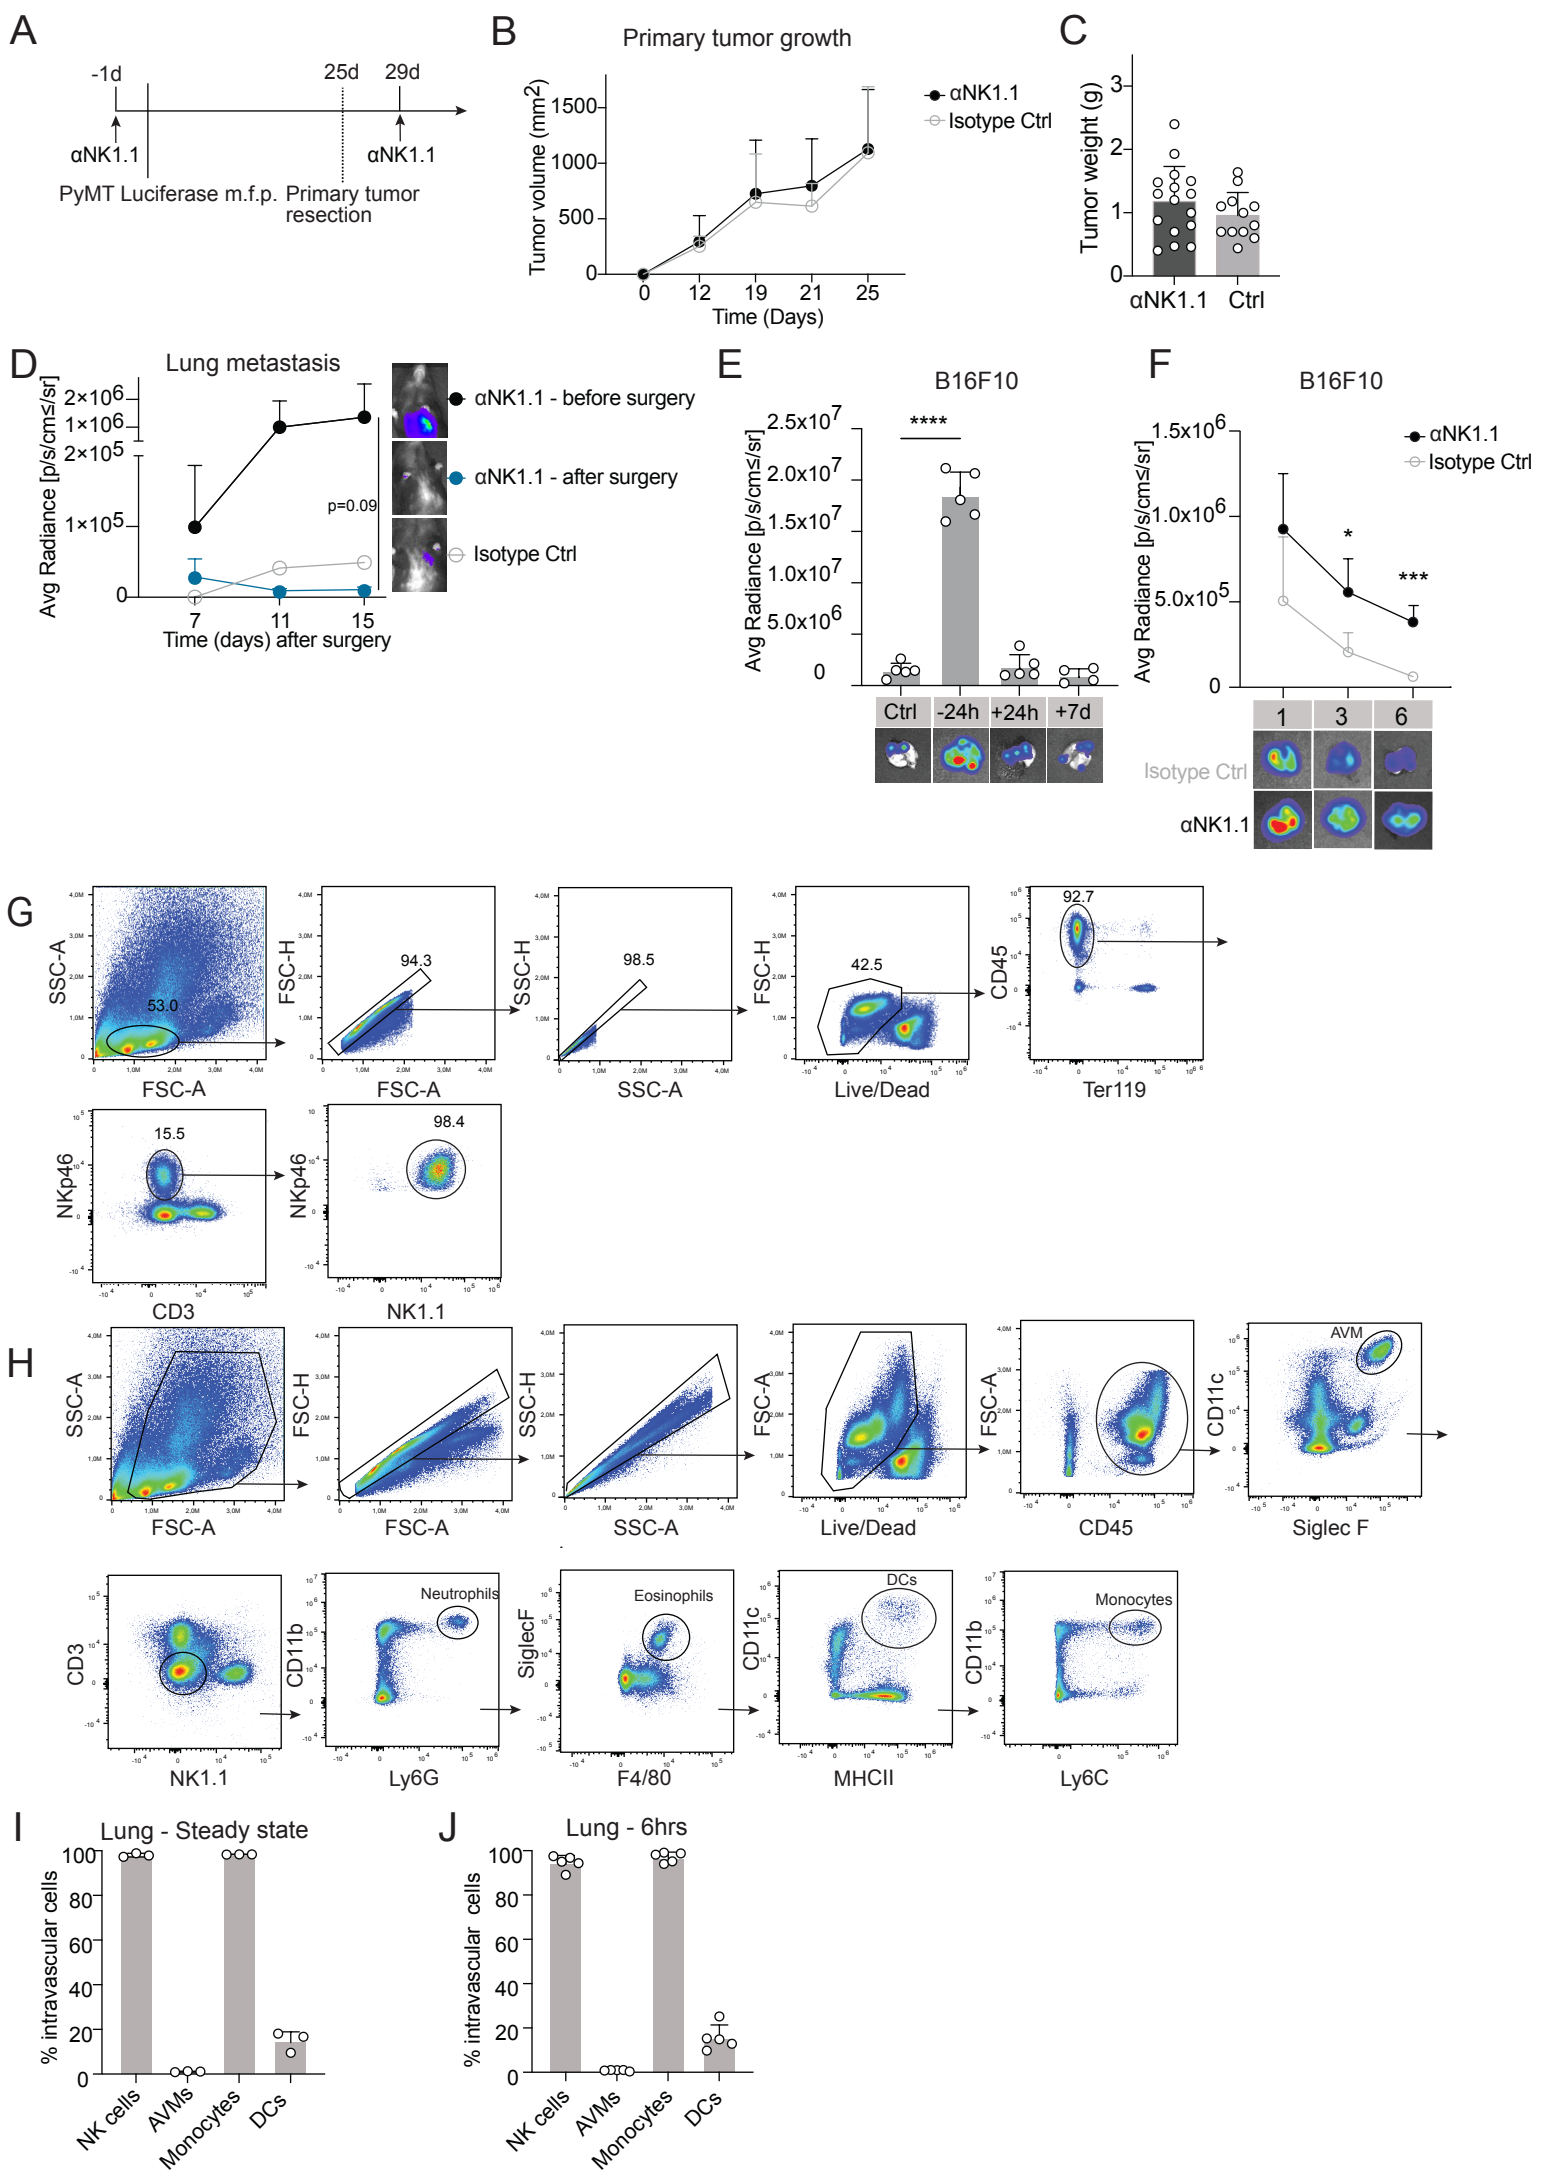

## Supplementary figures

### Figure S1

**(A-D)** PyMT Luciferase cells ( $5 \times 10^5$ ) were injected into the fourth mammary fat pad (m.f.p.) to assess metastatic clearance. Primary tumors were resected 25 days after tumor inoculation. NK cells were depleted using 200  $\mu$ g of anti-NK1.1 antibody either 1 day before tumor injection or 4 days after tumor resection. **(A)** Schematic representation of the experimental design. **(B)** Primary tumor growth over time ( $\text{mm}^2$ ) in mice treated with anti-NK1.1 antibody or isotype control. **(C)** Tumor weight (g) at the day of resection in anti-NK1.1- or control-treated mice. **(D)** Kinetics of metastatic load in the lungs measured by IVIS, with representative IVIS images of metastatic lungs from each group at 15 days post-resection. Error bars display means  $\pm$  SEM. Statistical significance was determined using Two-tailed T test with Welch's correction. **(E)** B16-F10 luciferase cells ( $5 \times 10^5$ ) were injected i.v.. NK cells were depleted using 200  $\mu$ g of  $\alpha$ NK1.1 antibody 24h before, 24h after or 7 days after tumor cell inoculation. Tumor cells in the lungs were quantified at day 14 after tumor cell injection using IVIS. Quantification of B16-F10 lung metastasis by in vivo imaging system (IVIS) at the endpoint. Bioluminescent measurements on the whole lungs are shown. **(F)** Early tumor cell clearance in the lungs of mice injected i.v. with B16-F10 Luciferase cells ( $5 \times 10^5$ ) from 1h to 6h after tumor injection. Kinetics of metastatic load in the lungs measured by IVIS with representative IVIS images of metastatic lungs from each group at the different timepoints. **(G)** Gating strategy of NK cells in the lung. NK cells were gated as single live  $\text{CD45}^+ \text{Lineage}^-$  ( $\text{CD3}^- \text{CD5}^- \text{CD19}^- \text{Ly6G}^- \text{Ter119}^-$ )  $\text{NK1.1}^+ \text{Nkp46}^+$  cells. **(H)** Gating strategy used for the indicated cell types within the lung. Alveolar macrophages (AVM) were gated as single live  $\text{CD45}^+ \text{CD11c}^+ \text{SiglecF}^+$  cells. Neutrophils were gated as single live  $\text{CD45}^+ \text{CD3}^- \text{NK1.1}^- \text{CD11b}^+ \text{Ly6G}^+$  cells. Eosinophils were gated single live  $\text{CD45}^+ \text{CD3}^- \text{NK1.1}^- \text{CD11b}^- \text{Ly6G}^- \text{SiglecF}^+ \text{F4/80}^+$  cells. Dendritic cells (DC) were gated as single live  $\text{CD45}^+ \text{CD3}^- \text{NK1.1}^- \text{CD11b}^- \text{Ly6G}^- \text{SiglecF}^- \text{CD11c}^+ \text{MHC-II}^+$  cells and monocytes were gated as single live  $\text{CD45}^+ \text{CD3}^- \text{NK1.1}^- \text{CD11b}^- \text{Ly6G}^- \text{SiglecF}^- \text{CD11b}^+ \text{Ly6C}^+$  cells. **(I)** Bar graph displaying the percentage of  $\text{CD45iv}^+$  NK cells, AVMs, monocytes and DCs within naïve lungs. **(J)** Bar graph displaying the frequency of intravascular ( $\text{CD45iv}^+$ ) NK cells, AVMs, monocytes and DCs 6 h after tumor inoculation. Data are representative for one of 2 independent experiments with  $n = 3-5$  mice per group. Error bars display means  $\pm$  SD.

Statistical significance was determined using One-way ANOVA with Tukey's multiple comparisons test (A, E, F) or using Two-way ANOVA with Sidak's post hoc test (B). \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001, and \*\*\*\*P < 0.0001. ns, not significant.

**Figure S2**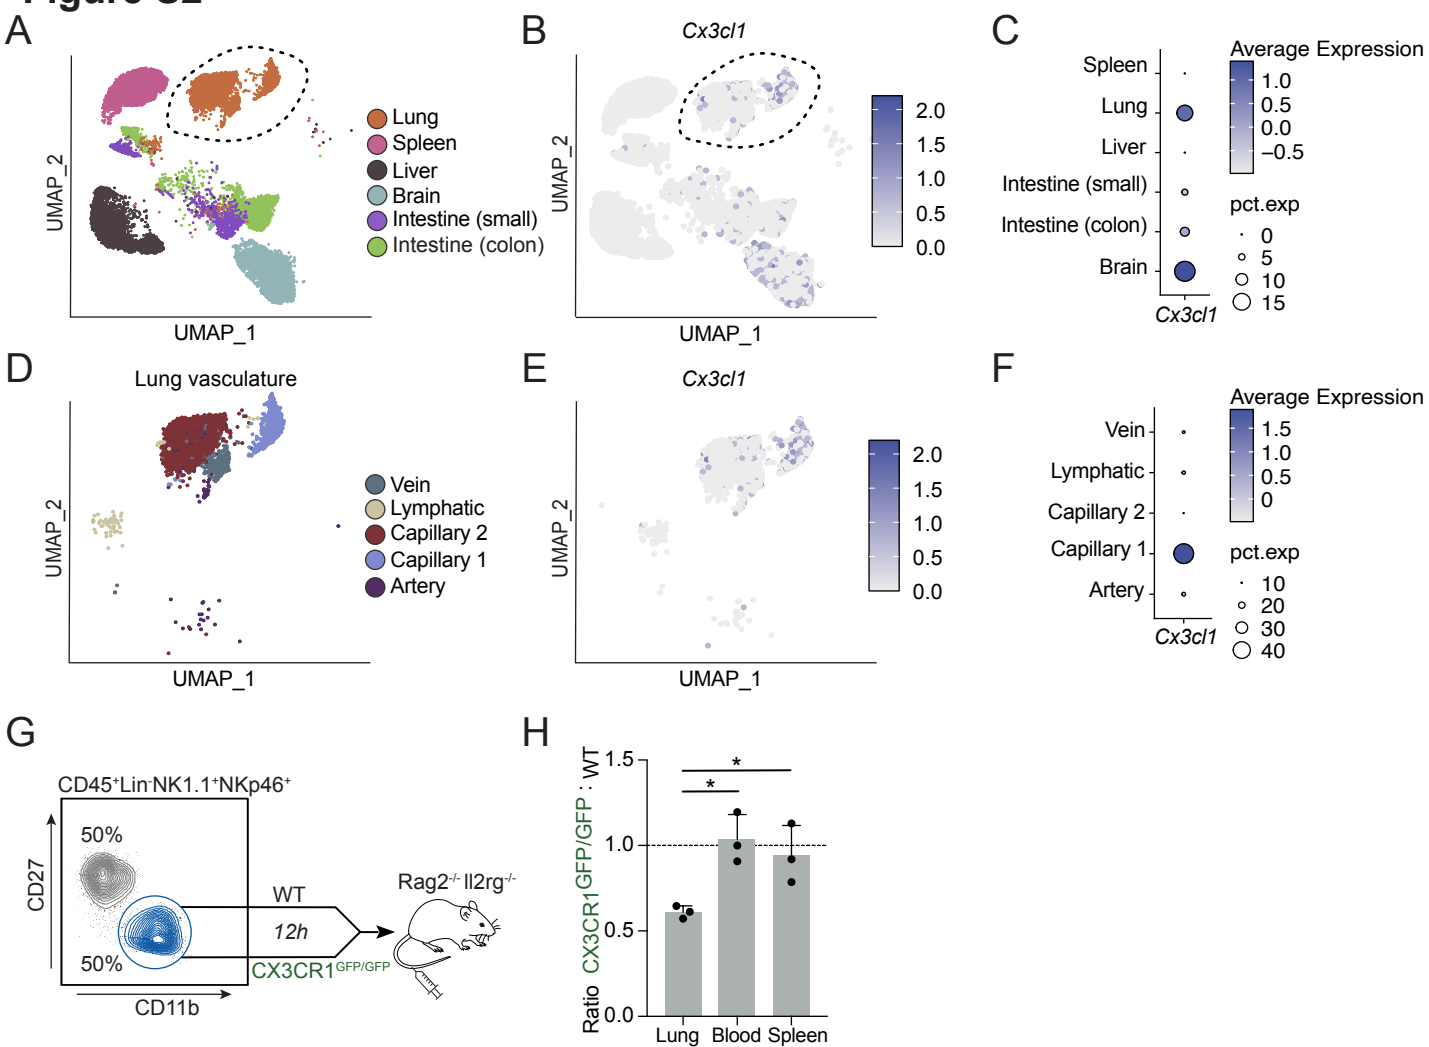

## Figure S2

**(A-F)** Analysis of a scRNA-seq dataset of endothelial cells from different murine organs (Kalucka et al., 2020) (Array express E-MTAB-8077). **(A)** UMAP depicting murine endothelial cell clusters of different organs. **(B)** UMAP displaying CX3CL1 expression on murine endothelium of the different murine organs. **(C)** Dot plot depicting average expression (color intensity) and the percentage of cells expressing *Cx3cl1* (circle size) across each cluster. **(D)** UMAP depicting various pulmonary endothelial cell clusters. **(E)** UMAP displaying *Cx3cl1* expression on pulmonary endothelial clusters. **(F)** Dot plot depicting average expression (color intensity) and the percentage of cells expressing *Cx3cl1* (circle size) across each cluster. **(G-H)** FACS-sorted CD11b<sup>high</sup> NK cells from wild-type (CD45.1) and CX3CR1<sup>GFP/GFP</sup> (CD45.2) mice were adoptively transferred at a 1 to 1 ratio in *Rag2*<sup>-/-</sup>*Il2rg*<sup>-/-</sup> mice and their distribution was analyzed 12h post-transfer. **(G)** Schematic illustration of the experimental workflow. **(H)** Bar chart displaying the ratio of CX3CR1<sup>GFP/GFP</sup> NK cells versus WT (CD45.1) NK cells across different tissues (lung, blood, and spleen). The ratios are normalized to the corresponding mean blood ratios. Data are representative for one of 2 independent experiments with n = 3-4 mice per group. The bar represents the mean ± SD. Statistical significance was determined using One-way ANOVA with Tukey's multiple comparisons test. \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001, and \*\*\*\*P < 0.0001. ns, not significant.

Figure S3

A

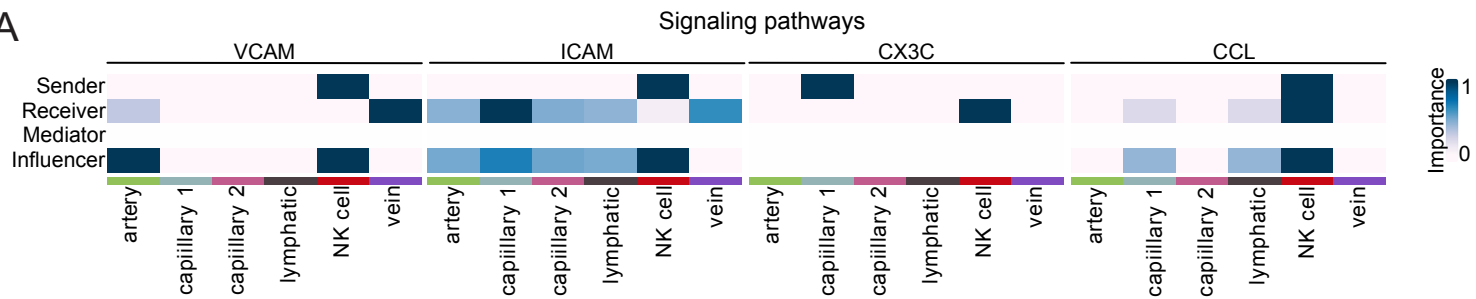

B

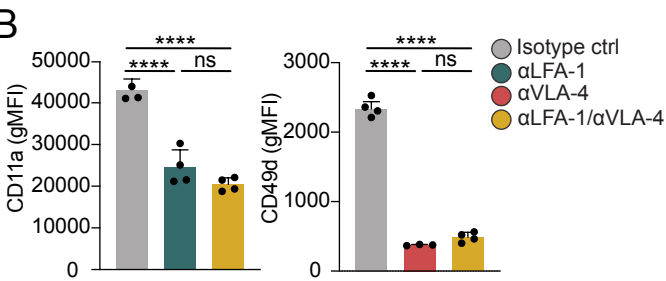

C

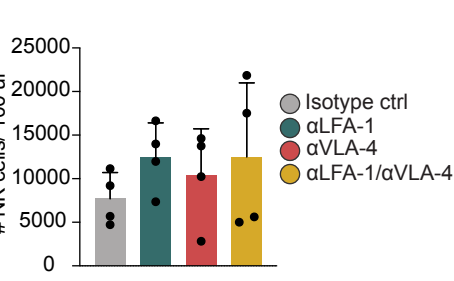

D

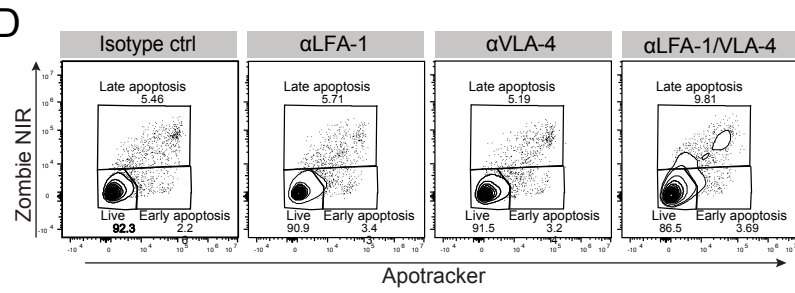

E

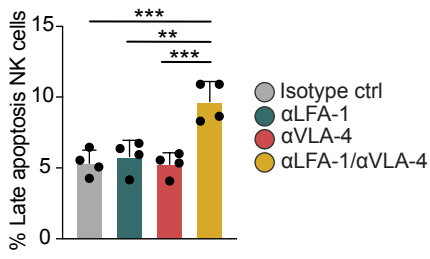

### Figure S3

**(A)** Heatmaps showing the relative importance of each cell group in the VCAM, ICAM, CX3C and CCL signalling pathways based on the computed four network centrality measures by Cellchat. **(B-F)** anti-LFA-1, anti-VLA-4, anti-LFA-1 and anti-VLA-4 or isotype control antibody were intravenously administered and organs were analyzed by flow cytometry 12h after blockade treatment. **(B)** Bar chart showing the gMFI of CD11a (LFA-1) and CD49d (VLA-4). **(C)** Bar chart showing the number of differentiated CD11b<sup>high</sup>CD27<sup>low</sup> NK cells in 100 ul of blood. **(D)** Representative contour plots displaying Live (Apotracker<sup>-</sup>ZombieNIR<sup>-</sup>), early apoptosis (Apotracker<sup>+</sup>ZombieNIR<sup>-</sup>) and late apoptosis (Apotracker<sup>+</sup>ZombieNIR<sup>+</sup>) on NK cells. **(E)** Bar chart showing the frequency of NK cells in late apoptosis (Apotracker<sup>+</sup>ZombieNIR<sup>+</sup>). Data are representative for one of 3 independent experiments with n = 3-5 mice per group. The bar represents the mean  $\pm$  SD. Statistical significance was determined using One-way ANOVA with Tukey's multiple comparisons test. \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001, and \*\*\*\*P < 0.0001. ns, not significant.

**Figure S4**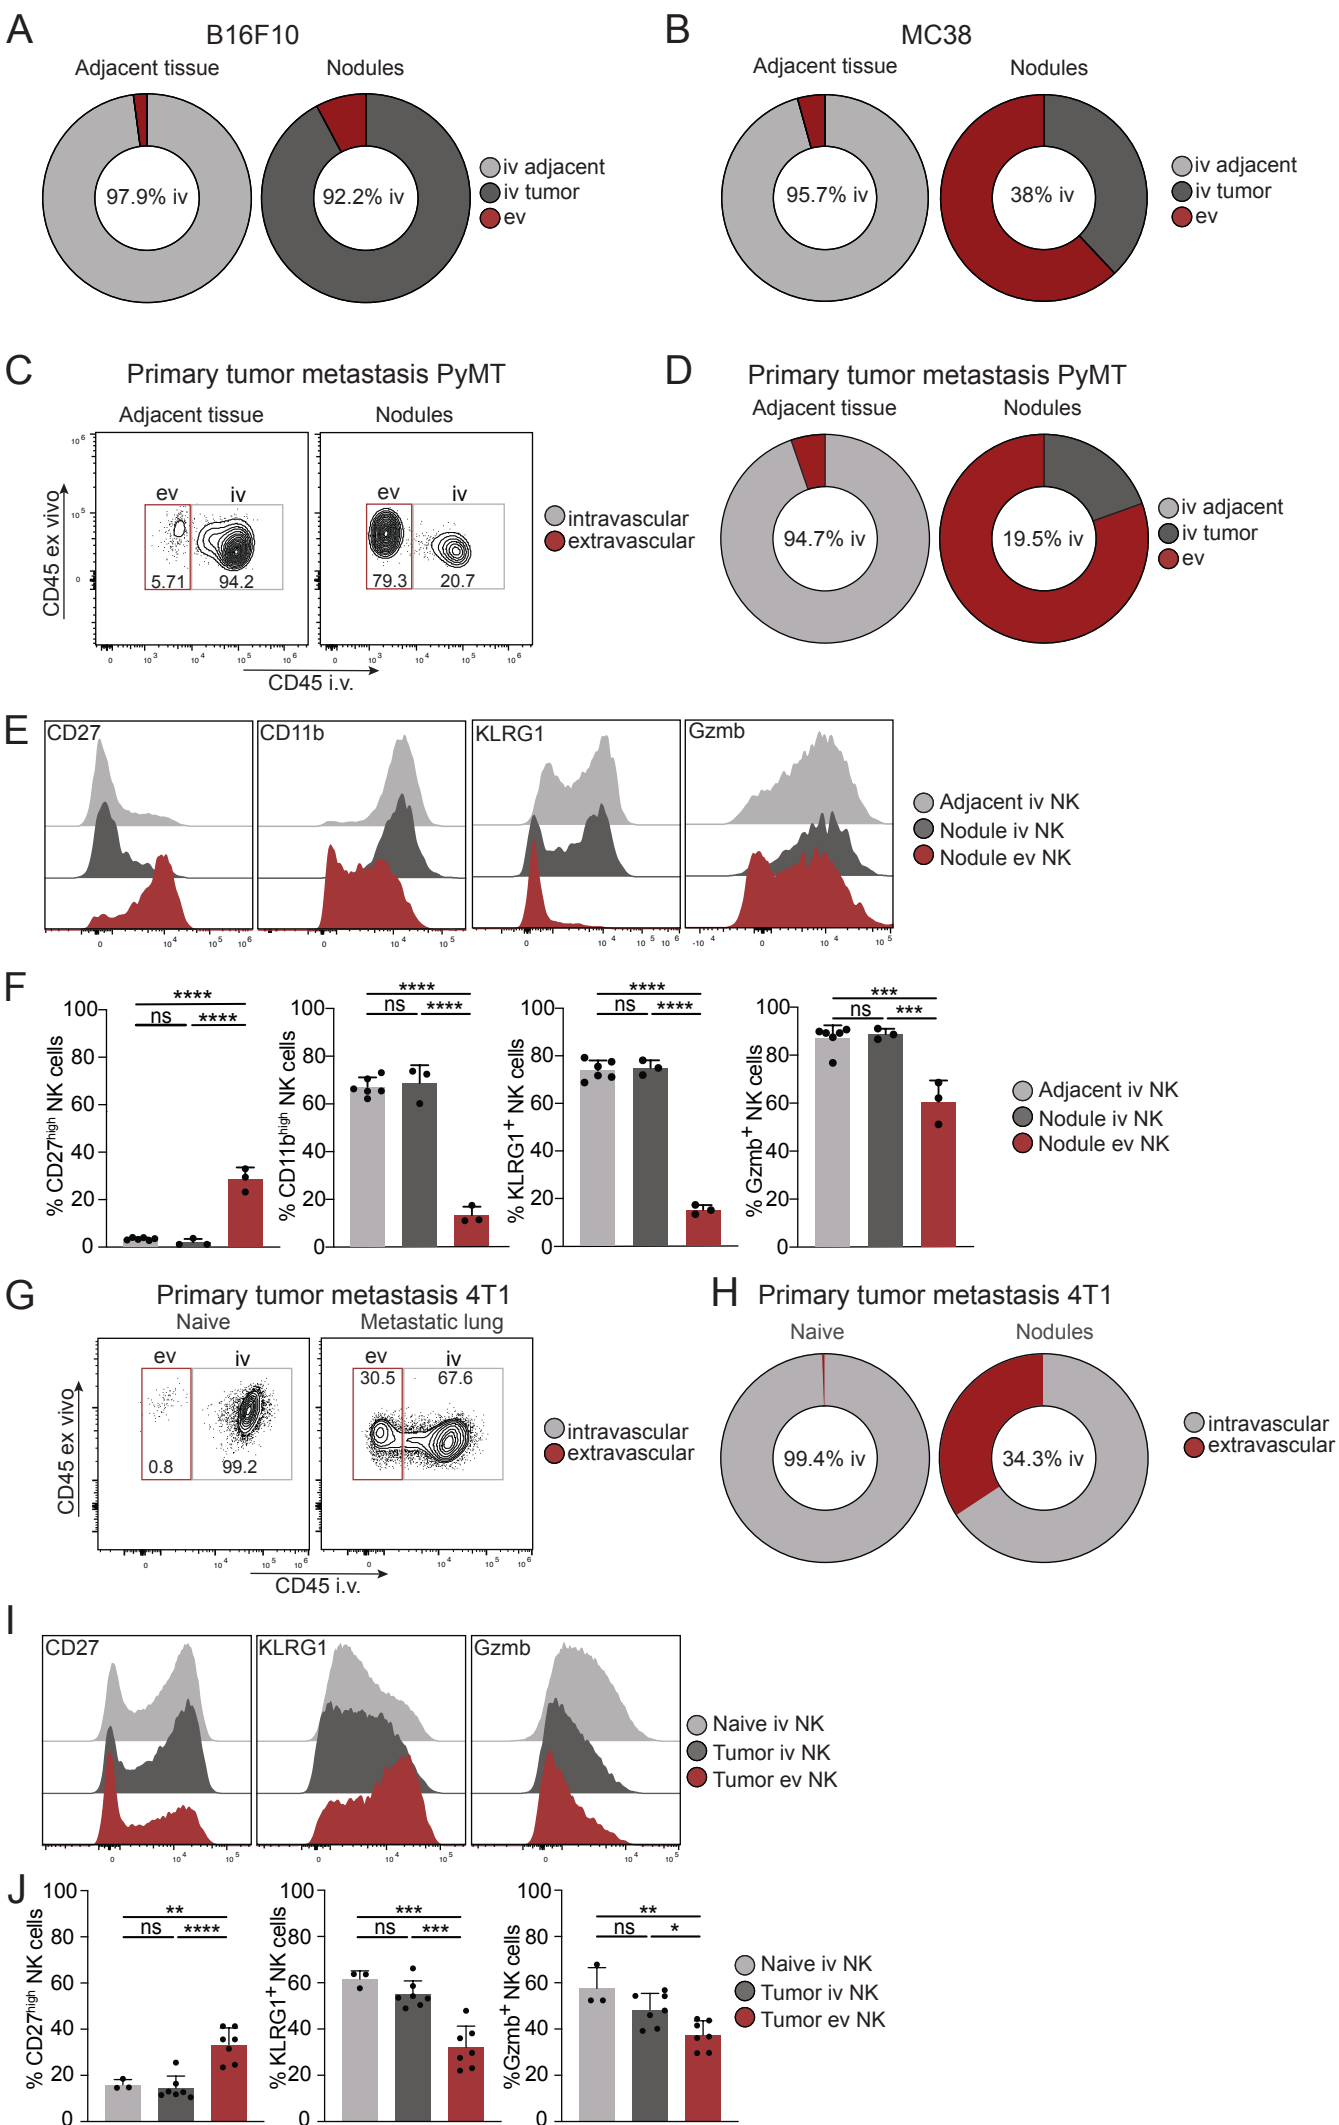

#### Figure S4

**(A-B)** Donut plots showing the mean percentage of intravascular and extravascular NK cells within the adjacent lung tissue (left) and tumor nodules (right) 14 days post injection of **(A)** B16-F10 and **(B)** MC38. **(C-F)** PyMT-Luciferase cells ( $5 \times 10^5$ ) were injected into the fourth mammary fat pad (m.f.p.). To promote metastatic spread to the lungs, primary tumors were resected 25 days after tumor inoculation. At sacrifice, adjacent lung tissue and tumor nodules were manually separated and analyzed by flow cytometry on day 22 post-resection. **(C)** Representative contour plots showing intravascular and extravascular NK cells in adjacent lung tissue (left) and nodules (right). **(D)** Donut plot showing the mean percentage of adjacent intravascular, adjacent extravascular (left), nodule intravascular and nodule extravascular (right) NK cells. **(E)** Representative histograms depicting expression of CD27, CD11b, KLRG1 and Gzmb in adjacent intravascular, nodule intravascular and nodule extravascular NK cells. **(F)** Bar charts showing the frequency of CD27<sup>high</sup>, CD11b<sup>high</sup>, KLRG1<sup>+</sup> and Gzmb<sup>+</sup> in adjacent intravascular, nodule intravascular and nodule extravascular NK cells. **(G-J)** 4T1 cells ( $5 \times 10^5$ ) were injected into the fourth mammary fat pad (m.f.p.). Mice were sacrificed 28 days post-inoculation. **(G)** Representative contour plots showing intravascular and extravascular NK cells in a naïve lung (left) and metastatic lung (right). **(H)** Donut plot showing the mean percentage of naïve intravascular, adjacent extravascular (left), metastatic intravascular and metastatic extravascular (right) NK cells. **(I)** Representative histograms depicting expression of CD27, KLRG1 and Gzmb in naïve intravascular, nodule intravascular and extravascular NK cells. **(J)** Bar charts showing the frequency of CD27<sup>high</sup>, KLRG1<sup>+</sup> and Gzmb<sup>+</sup> in naïve intravascular, nodule intravascular and extravascular NK cells. Error bars display means  $\pm$  SD. Statistical significance was determined by one way ANOVA with Tukey's multiple comparison test; \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001 and \*\*\*\*P < 0.0001. ns, not significant.

Figure S5

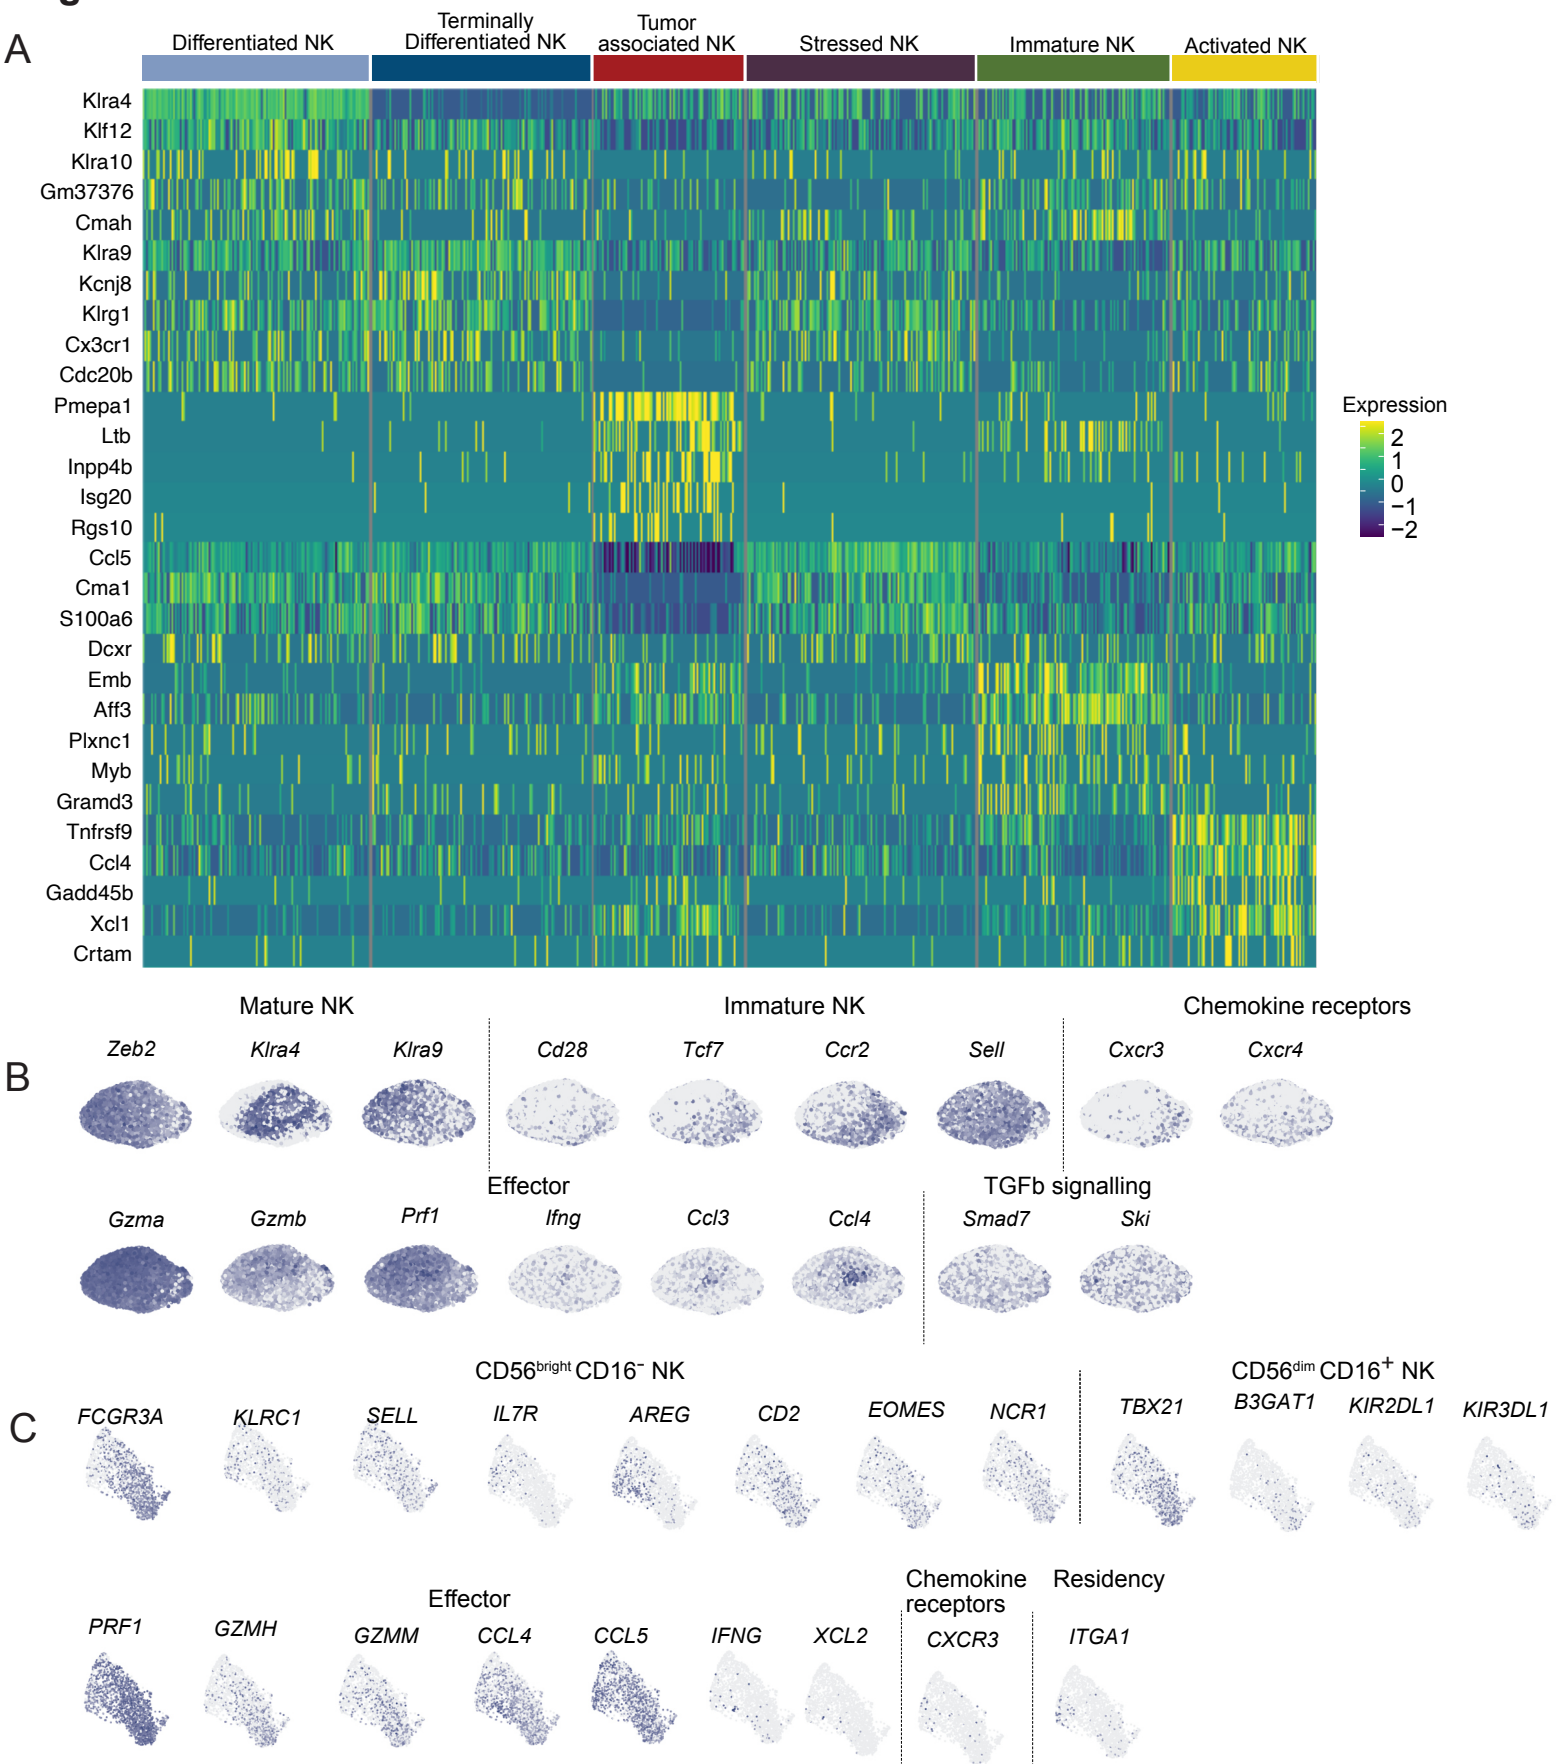

### Figure S5

**(A-B)** Transcriptome expression analysis (scRNAseq) of sorted NK cells in the lung and blood was performed on day 14 post-inoculation. **(A)** Heatmap showing average gene expression of most variable markers in the different NK cell clusters. **(B)** UMAP displaying the expression of different genes across the NK cells. **(C)** UMAPS displaying the expression of different genes across the human NK cells of the publicly available scRNA-seq data of (Zilionis et al., 2019).

**Figure S6**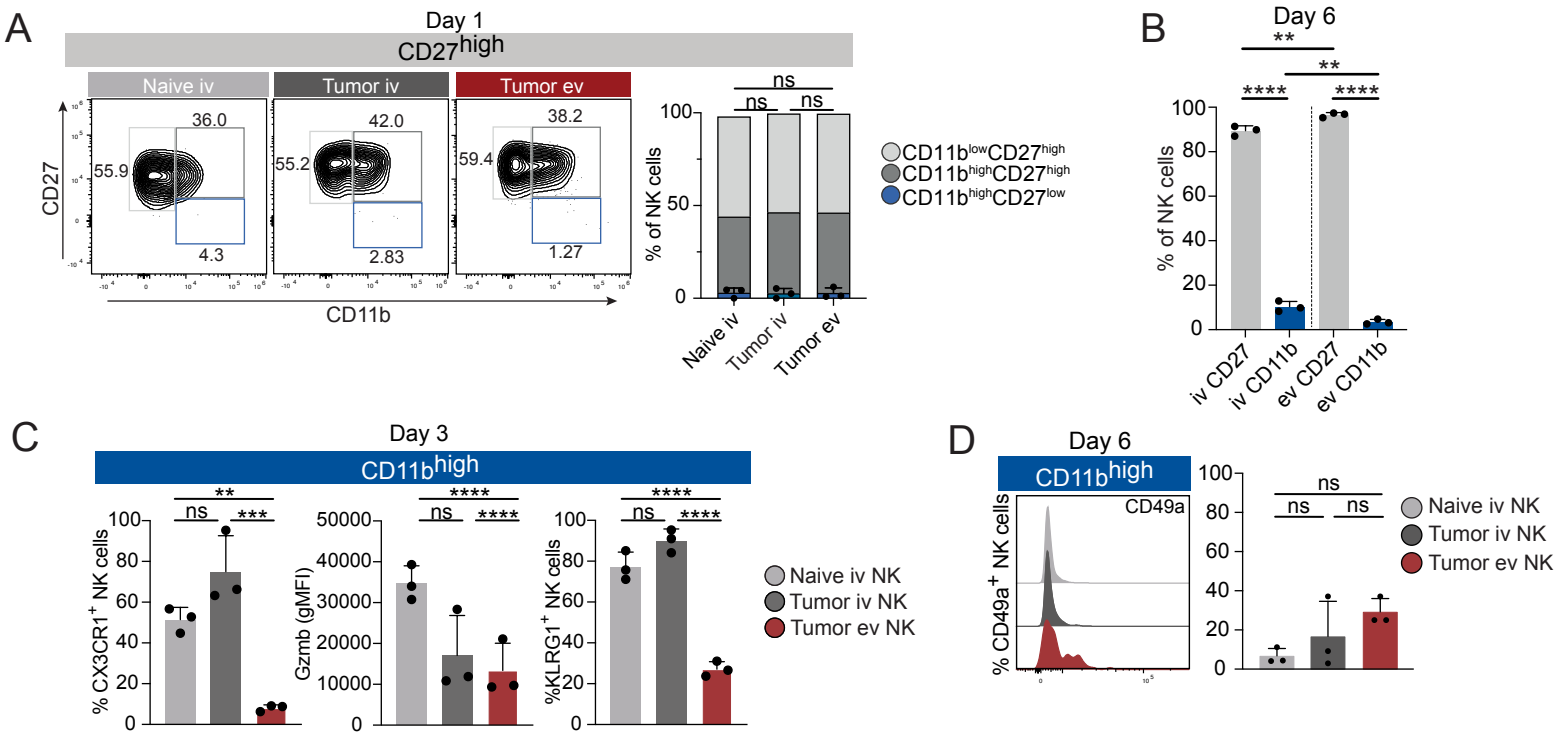

## Figure S6

**(A)** Representative contour plots and bar plot depicting differentiation stages from CD45.1<sup>+</sup>CD27<sup>high</sup>-derived NK cells in naïve intravascular, (metastatic) tumor intravascular and tumor extravascular lung tissue at day 6 post transfer. **(B)** Bar charts depicting the frequency of CD45.1<sup>+</sup>CD27<sup>high</sup> and CD45.2<sup>+</sup>CD11b<sup>high</sup> NK cells in the lung comparing intravascular (iv) and extravascular (ev) NK cells at day 6 post-transfer. **(C)** Bar charts depicting the frequency of CX3CR1<sup>+</sup>, gMFI of Gzmb, KLRG1<sup>+</sup> NK cells among CD11b<sup>high</sup> NK cells in the lung at day 3 post-transfer. All data is representative of 2 (D) or 3 (A-B) different experiments with n= 3-4. Statistical significance was determined by two-way ANOVA with a Sidak's post hoc test (A) or One-way ANOVA with Tukey's multiple comparisons test (B, C). The bar represents the mean  $\pm$  SD. \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001, and \*\*\*\*P < 0.0001. ns, not significant.

# Tables

Table S1

| Antigen | Fluorochrome | Clone    | Source      | Art. Nr    | Dilution (1:X) | Notes                    |
|---------|--------------|----------|-------------|------------|----------------|--------------------------|
| CD11a   | APC          | 2D7      | BioLegend   | 101120     | 400            |                          |
| CD11a   | PE           | 2D7      | BD          | 553121     | 400            |                          |
| CD11b   | BV605        | M1/70    | BioLegend   | 101257     | 600            |                          |
| CD11b   | BUV737       | M1/70    | BD          | 612800     | 600            |                          |
| CD11c   | PE-Cy5.5     | N418     | eBioscience | 35-0114-82 | 800            |                          |
| CD16/32 | Purified     | 93       | BioLegend   | 101310     | 600            | FcRecept or blocking     |
| CD19    | Biotin       | 6D5      | BioLegend   | 115504     | 400            | For Lineage              |
| CD19    | BUV661       | 1D3      | BD          | 612971     | 600            |                          |
| CD27    | PE-Cy7       | LG.3A10  | BioLegend   | 124216     | 400            |                          |
| CD29    | PE           | HMb1.1   | eBioscience | 12029182   | 200            |                          |
| CD3ε    | Biotin       | 145-2C11 | BioLegend   | 100304     | 200            | For Lineage              |
| CD45    | BUV395       | 30-F11   | BD          | 564279     | 300            |                          |
| CD45    | Pacific Blue | 30-F11   | Biolegend   | 103126     | 400            | For i.v. injection, 5 ug |
| CD45.1  | PE           | A20      | BD          | 553776     | 400            |                          |
| CD45.2  | APC-cy7      | 104      | Biolegend   | 109824     | 400            |                          |
| CD45.2  | Pacific Blue | 104      | Biolegend   | 109820     | 400            | For i.v. injection, 5 ug |
| CD49a   | BV510        | Ha31/8   | BD          | 740144     | 100            |                          |
| CD49b   | FITC         | DX5      | Biolegend   | 108906     | 200            |                          |
| CD49b   | Pacific Blue | DX5      | Biolegend   | 108918     | 200            |                          |
| CD49d   | BUV805       | R1-2     | BD          | 741925     | 400            |                          |
| CD5     | Biotin       | 53-7.2   | BD          | 553019     | 800            | For Lineage              |
| CX3CR1  | BV785        | SA011F11 | Biolegend   | 149029     | 200            |                          |

|                   |                 |             |             |            |     |                                  |
|-------------------|-----------------|-------------|-------------|------------|-----|----------------------------------|
| CXCR3             | BV650           | CXCR3-73    | BioLegend   | 126531     | 200 |                                  |
| Eomes             | PE-eFluor610    | Dan11mag    | eBioscience | 61-4875-82 | 300 |                                  |
| F4/80             | Biotin          | BM8         | Biolgened   | 123105     | 400 | For Lineage                      |
| F4/80             | BV510           | BM8         | Biolegend   | 123135     | 400 |                                  |
| Granzyme B        | AlexaFluor 647  | GB11        | Biolegend   | 515406     | 400 |                                  |
| I-A/I-E           | BB700           | M5/114.15.2 | BD          | 746197     | 400 |                                  |
| KLRG1             | PE-Dazzle594    | KLRG1       | Biolegend   | 138423     | 400 |                                  |
| Live dead BLUE    | /               | /           | Invitrogen  |            | 600 | Live dead staining of leukocytes |
| Live dead Near-IR | /               | /           | Invitrogen  |            | 600 | Live dead staining of leukocytes |
| Ly6C              | BV711           | HK1.4       | Biolegend   | 128037     | 400 |                                  |
| Ly6G              | Biotin          | 1A8         | Biolegend   | 127604     | 400 | For Lineage                      |
| Ly6G              | BV650           | 1A8         | Biolegend   | 127641     | 400 |                                  |
| NK1.1             | APC             | PK136       | BD          | 550627     | 200 |                                  |
| NK1.1             | BB700           | PK136       | BD          | 566502     | 200 |                                  |
| NK1.1             | BV711           | PK136       | BD          | 108749     | 200 |                                  |
| NK1.1             | BV785           | PK136       | BD          | 108706     | 200 |                                  |
| NK1.1             | FITC            | PK136       | BD          | 108706     | 200 |                                  |
| NKp46             | FITC            | 29A1.4      | Biolegend   | 137611     | 100 |                                  |
| NKp46             | PerCPeFluor 710 | 29A1.4      | Biolegend   | 137606     | 100 |                                  |
| SiglecF           | BV750           | E50-2440    | BD          | 747316     | 400 |                                  |
| Streptavidin      | BUV563          | /           | BD          | 612935     | 400 | For Lineage                      |
| Streptavidin      | BUV805          | /           | BD          | 565923     | 400 | For Lineage                      |
| TCRb              | Biotin          | H57-597     | Biolgened   | 109203     | 400 | For Lineage                      |
| TCRb              | APC-cy7         | H57-597     | Biolegend   | 109220     | 400 |                                  |
| Ter119            | Biotin          | Ter-119     | Biolegend   | 116204     | 400 | For Lineage                      |

|        |     |         |            |            |     |  |
|--------|-----|---------|------------|------------|-----|--|
| Ter119 | APC | Ter-119 | Invitrogen | 17-5921-81 | 400 |  |
|--------|-----|---------|------------|------------|-----|--|

Table S2

| <b>Antigen</b>             | <b>Host</b> | <b>Source</b> | <b>Art. Nr.</b> | <b>Dilution (1:X)</b> | <b>Notes</b>                                       |
|----------------------------|-------------|---------------|-----------------|-----------------------|----------------------------------------------------|
| CD144                      | Rat         | Biolegend     | 138019          | /                     | Conjugated to AlexaFluor 647, injected 100 µg i.v. |
| Alexa Fluor™ 647 NHS-Ester | /           | Invitrogen    | 10769744        | /                     | Conjugated to CD144                                |
| VCAM-1                     | Goat        | R&D Systems   | AF643           | 200                   |                                                    |
| ICAM-1                     | Goat        | R&D Systems   | AF796           | 200                   |                                                    |
| Anti-goat AlexaFluor 488   | Donkey      | ThermoFisher  | A11055          | 500                   |                                                    |

# Supplementary material for: Tissue localization of natural killer cells dictates surveillance of lung metastasis
**Source:** Nat Commun. 2025 Oct 27;16:9464. doi: 10.1038/s41467-025-64531-7
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Flow cytometry data: Cytek Aurora 5; Spectroflo Software (v3.0 & v3.1). BD FACSAria 3 or FACSsymphony S6, FACS Diva software v9.1.<br>Immunofluorescence: Leica SP8 Falcon confocal microscope<br>Single cell RNA sequencing: mouse cells were sorted using BD FACS Symphony S6 and loaded into 10x Genomics Chromium. Libraries were prepared according to the manufacturer's instructions and sequenced on an Illumina Novaseq S1.<br>In vivo imaging: IVIS200imaging system (PerkinElmer) |
| Data analysis   | Flow Cytometry data:<br>Flowjo Software (V10, BD)<br>Prism software (Graphpad v9)<br><br>Single Cell RNA Sequencing:<br>R (v5.0), Seurat (v5.0), FastMNN was used for data integration. CellChat was used to predict cell interactions.<br><br>In vivo imaging: Living image (v4.7.1)                                                                                                                                                                                                        |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Singlecell sequencing data generated for this study have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE301222. The accessibility of publicly available datasets used in this study is as follows: Murine endothelial cells (Kalucka et al., 2020) is available under the accession number E-MTAB-8077 (ArrayExpress), tumor-associated and circulating Natural Killer cells from Non-small cell lung cancer patients (Zilionis et al., 2019) is available under the accession number GSE127465.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |    |
|--------------------------------------------------------------------|----|
| Reporting on sex and gender                                        | NA |
| Reporting on race, ethnicity, or other socially relevant groupings | NA |
| Population characteristics                                         | NA |
| Recruitment                                                        | NA |
| Ethics oversight                                                   | NA |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | We did not perform any sample size calculations. The sample size in flow cytometry experiments was greater than or equal to 3 mice per group, 2-3 independent experiments are performed. For single cell RNA sequencing 5 biological replicates were chosen, since only one independent experiment was performed.                                            |
| Data exclusions | No animals were excluded from the analysis.                                                                                                                                                                                                                                                                                                                  |
| Replication     | Experiments were successfully repeated and the number of experiments is stated in the figure legends.<br><br>scRNA sequencing was performed once, since sequencing results are highly robust due to the high number of individual cells. In addition, scRNAseq experiments are cost-intensive and therefore it is common practice to only perform them once. |
| Randomization   | Mice were grouped by genotype (when using NKp46-cre/Tgfb $\beta$ 2fl and control mice).                                                                                                                                                                                                                                                                      |
| Blinding        | Tumor inoculations, treatments and measurements of primary tumor size by caliper gauge were performed in a blinded fashion.                                                                                                                                                                                                                                  |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

Anti-mouse antibodies including anti-CD11a (APC, clone 2D7, 1:400 dilution), anti-CD11b (BV605, clone M1/70, 1:600 dilution), anti-CD11c (PE-Cy5.5, clone N418, 1:800 dilution), anti-CD16/32 (Purified, clone 93, 1:600 dilution), anti-CD19 (Biotin, clone 6D5, 1:400 dilution), anti-CD27 (PE-Cy7, clone LG.3A10, 1:400 dilution), anti-CD3e (Biotin, clone 145-2C11, 1:200 dilution), anti-CD45 (Pacific Blue, clone 30-F11, 1:400 dilution), anti-CD45.2 (APC-Cy7, clone 104, 1:400 dilution), anti-CD45.2 (Pacific Blue, clone 104, 1:400 dilution), anti-CD49b (FITC, clone DX5, 1:200 dilution), anti-CD49b (Pacific Blue, clone DX5, 1:200 dilution), anti-CX3CR1 (BV785, clone SA011F11, 1:200 dilution), anti-CXCR3 (BV650, clone CXCR3-73, 1:200 dilution), anti-F4/80 (Biotin, clone BM8, 1:400 dilution), anti-F4/80 (BV510, clone BM8, 1:400 dilution), anti-Granzyme B (Alexa Fluor 647, clone GB11, 1:400 dilution), anti-KLRG1 (PE-Dazzle 594, clone KLRG1, 1:400 dilution), anti-Ly6C (BV711, clone HK1.4, 1:400 dilution), anti-Ly6G (Biotin, clone 1A8, 1:400 dilution), anti-Ly6G (BV650, clone 1A8, 1:400 dilution), anti-NKp46 (FITC, clone 29A1.4, 1:100 dilution), anti-NKp46 (PerCP-eFluor 710, clone 29A1.4, 1:100 dilution), anti-TCR $\beta$  (Biotin, clone H57-597, 1:400 dilution), anti-TCR $\beta$  (APC-Cy7, clone H57-597, 1:400 dilution), and anti-Ter119 (Biotin, clone Ter-119, 1:400 dilution) were obtained from BioLegend.

Anti-mouse antibodies including anti-CD11a (PE, clone 2D7, 1:400 dilution), anti-CD19 (BUV661, clone 1D3, 1:600 dilution), anti-CD45 (BUV395, clone 30-F11, 1:300 dilution), anti-CD45.1 (PE, clone A20, 1:400 dilution), anti-CD49a (BV510, clone Ha31/8, 1:100 dilution), anti-CD49d (BUV805, clone R1-2, 1:400 dilution), anti-CD5 (Biotin, clone 53-7.2, 1:800 dilution), anti-Ly6G (BV650, clone 1A8, 1:400 dilution), anti-NK1.1 (APC, clone PK136, 1:200 dilution), anti-NK1.1 (BB700, clone PK136, 1:200 dilution), anti-NK1.1 (BV711, clone PK136, 1:200 dilution), anti-NK1.1 (BV785, clone PK136, 1:200 dilution), anti-NK1.1 (FITC, clone PK136, 1:200 dilution), anti-SiglecF (BV750, clone E50-2440, 1:400 dilution), Streptavidin (BUV563, 1:400 dilution), and Streptavidin (BUV805, 1:400 dilution) were obtained from BD Biosciences.

Anti-mouse antibodies including anti-CD11c (PE-Cy5.5, clone N418, 1:800 dilution), anti-CD29 (PE, clone HMb1.1, 1:200 dilution), and anti-Eomes (PE-eFluor 610, clone Dan11mag, 1:300 dilution) were obtained from eBioscience.

Anti-mouse antibodies including anti-MHC class II (I-A/I-E) (BB700, clone M5/114.15.2, 1:400 dilution) were obtained from BD.

Anti-mouse antibodies including anti-Ter119 (APC, clone Ter-119, 1:400 dilution) were obtained from Invitrogen.

Live/Dead staining reagents including Live/Dead Blue (Invitrogen, 1:600 dilution) and Live/Dead Near-IR (Invitrogen, 1:600 dilution) were used to exclude dead leukocytes.

## Validation

All antibodies in our study are commercially available and have been titrated in-house. All antibodies have been validated by the commercial manufacturers. Validation data are available on the manufacturer's website.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Cell line source(s)

PyMT cells were a gift from David G DeNardo (Division of Oncology, Washington University School of Medicine). MC38 and B16-F10 melanoma cells were purchased from ATCC. 4T1 cells were provided by Prof. Michael Detmar.

## Authentication

None of the cell lines were authenticated in these studies, for experiments cell lines with low passage numbers were used.

## Mycoplasma contamination

All cell lines used in the study tested negative for mycoplasma contamination.

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified lines were used.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

6- to 10-week-old female and male C57BL/6 mice were purchased from Janvier Labs. Ncr1Cre/wt mice (B6.Ncr1tm1.1(icre)Viv) were provided by Eric Vivier. Ai14fl/fl (B6;129S6-Gt(ROSA)26Sortm14(CAG-tdTomato)Hze/J, stock# 007908), C57BL/6-LY5.1 (CD45.1) mice, Tgfb2fl (B6;129-Tgfb2tm1Karl/J, stock# 012603), Tgfb1fl (C57BL/6J-Tgfb1em2Lutzy/Mmjax, stock# 065809), Rag2-/-Il2ry-/- (C;129S4-Rag2tm1.1Flvll2rgtm1.1Flv/J, stock #014593), CX3CR-1GFP knock-in/knock-out (B6.129P2(Cg)-Cx3cr1tm1Litt/J, stock#

005582) were purchased from the Jackson Laboratory. All mice were maintained on a C57BL/6 background and were housed in a pathogen-free environment. Mice were used for experiments at the age of 6-10 weeks. Mice were socially housed with a dark-light cycle of 12h and 45-65% humidity under specific-pathogen-free conditions according to institutional guidelines in the Laboratory Animal Services Center of the University of Zurich.

Wild animals

This study did not involve wild animals.

Reporting on sex

Findings did not apply to one sex.

Field-collected samples

This study did not involve field-collected samples.

Ethics oversight

All experiments were approved by the Cantonal Veterinary Office of Zurich.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

Seed stocks

NA

Novel plant genotypes

NA

Authentication

NA

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Lungs were minced into pieces using the gentleMACS dissociator (program m\_lung\_01\_02, Miltenyi Biotec) in digestion buffer (HBSS) with calcium/magnesium supplemented with 2% FCS 10 mM HEPES, 30 µg ml<sup>-1</sup> DNase I and 0.4mg/ml collagenase IV. Similarly, spleens were cut manually, and the organs were digested in digestion buffer for 30 min at 37 °C with gentle rocking. For the lung, this was followed by further dissociation on the gentleMACS Dissociator (program m\_lung\_02\_01). Organs were filtered through 70-µm cell strainers and washed and incubated in ACK (ammonium-chloride-potassium, Sigma-Aldrich) buffer for 3 min to lyse erythrocytes. Blood was collected prior to perfusion from the heart and collected in Li-heparin-coated tubes (Sarstedt) and incubated for 15 min in ACK buffer at 4°C with gentle rocking.

Instrument

Cells were analyzed using a Cytex Aurora 5L spectral flow cytometer, cells were sorted using BD FACS Aria 3 or FACS Symphony S6

Software

Spectroflow (Cytex) or BD FACS Diva was used for data acquisition, Flowjo (BD) v10 was used for data analysis.

Cell population abundance

For single cell RNA sequencing Live NK cells after FACS purification had a purity of >99%.

Gating strategy

FSC-A and SSC-a gating was applied to exclude debris, doublets were excluded by FSC-Area vs. FSC-Height gating. Dead cells were excluded using Live/Dead Blue (Invitrogen) and Live/Dead Near-IR (Invitrogen). Gating strategies for relevant cells included:  
 NK cells: CD45+CD3-CD5-CD19-Ly6G-Ter119- NK1.1+NKp46+  
 Alveolar macrophages: CD45+CD11c+SiglecF+  
 Neutrophils: CD45+CD3-NK1.1- CD11b+Ly6G+  
 Eosinophils: CD45+CD3-NK1.1- CD11b-Ly6G- SiglecF+F4/80+  
 Dendritic cells: CD45+CD3-NK1.1- CD11b-Ly6G-SiglecF-CD11c+MHC-II+  
 Monocytes: CD45+CD3-NK1.1- CD11b-Ly6G-SiglecF-CD11b+Ly6C+

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

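Single-cell RNA sequencing of sorted NK cells was analysed from 3 libraries, 1 each from naive mice, from mice 6 h after and from mice 14 days after tumor cell injection. The authors deposited UMI counts (unit count) per gene and per hashtag for all barcodes, made with Cell Ranger and without further normalization. The barcode lists held 1743618, 1796296 and 1388825 barcodes, so the calling of cells had not yet been applied. Gene positions come from GENCODE M21 on GRCm38, which is not the release the methods name, and the gene list of the files differs from it in part.

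Barcodes were kept with 800 to 5000 detected genes and at most 6% mitochondrial counts. Tissue was assigned by the hashtags, in the order in which the methods name tissues and tags. Cells with both tags or neither were left out. Scrublet (scanpy 1.11.5) marked at most 0.0527% of cells in a library, far fewer than the estimate from cells with both tags, so doublets within a tissue stayed in. Summed counts per library and tissue lay between 16936897 in 14-day blood and 35913024 in 6 h lung. The share of counts that free RNA can make up was limited to 4.25% in the naive, 2.48% in the 6 h and 0.554% in the 14-day library, from markers of other cell types in barcodes with at most 100 counts. For thinning, cells with fewer than 3000 UMIs were left out, 88, 75, 40, 20, 37 and 6 cells in lung and blood of the naive, 6 h and 14-day libraries in turn.

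Clustering used Seurat 5.3.0 in R 4.3.3 with log-normalization, 2000 variable features, 30 components, 20 neighbours and a resolution of 0.8. The correction by mutual nearest neighbours between lung and blood was written out, since the package named in the methods was not installed. Genes leading a cluster had to be found in at least 25% of its cells, and a marker counted as detected in at least 5% of cells. Clusters under 50 cells, with a median log2 fold of markers below 0.5, or with more markers of another class among the first 10 genes stayed unnamed. The markers were fixed before the data were examined, but the rule for names was not. A first version let classes compete whose markers were hardly detected, and it left cluster 2 unnamed. That was corrected after its outcome had been seen. Further versions asked for a marker among the leading genes or dropped the minimum, and the closing text gives what each version changes.

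Genes whose ratios are given are mainly those the paper names for these data, and by size the 5 genes with the largest and the 5 with the smallest log2 ratio in lung at 14 days and at 6 h over naive, among genes with at least 50 CPM in the higher group. Leading genes of clusters and single markers of cell types or of stress are named as well, and the stress genes given singly were picked after their values were seen. Ratios have exact intervals conditional on the summed counts, and medians of gene lists have intervals from 2000 Poisson draws. The values of 1 gene that the paper lists for less differentiated cells are not reported here, so the genes given for these cells are not the whole list, while medians over the list include it. A gene at 0 counts was set to 3 counts. With 1 library per condition, no test was made. On simulated data with 200 changed genes, 95.0% of intervals held the true ratio, and 2400 simulated cells of 4 groups fell into 4 clusters. These simulated cells were drawn from separate profiles, which is easier than the real cells. Analyses used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and scikit-image 0.26.0.

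Alternatives changed the filter on cells, the calling of cells, the assignment of hashtags, the doublets, the resolution, the components, the integration, the variable features, the libraries merged, the totals, the depth and the free RNA. Endothelial cells, the interactions predicted by CellChat and the human data were not analysed here.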

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

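Tests chosen only after the result was seen are the comparisons with blood for the interferon response genes, the genes at 6 h, the ILC1-like cluster and the Tumor NK-like cluster, both tests with the highest Scrublet scores left out, and the T cell test. With 1 library per time point, none of the differences between tissues below was tested.

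The genes of residency and TGF-β signalling had medians of opposite sign in the 2 tissues at 14 days, with a log2 ratio of 1.09 in lung and -0.094 in blood. The sign in blood rests on the scaling, since relative to the median of all genes the values were 1.35 and 0.11, and Itga1 and Pmepa1 were higher in blood too. A difference between whole libraries would place blood cells in the Tumor NK-like cluster too. Over the 12 settings that integrate lung and blood, the cluster with the highest Tumor NK markers held at most 8.12% of 14-day blood cells, against 43.6% of 14-day lung and 2.02% of naive blood cells in the same setting, 20 components. This argues against such a difference as the whole cause and leaves the rise in blood open. With the highest Scrublet scores left out the share in lung was 40.7%. That cut 14-day lung only from 3573 to 3442 cells, too few to lower the share far, so it decides little about doublets. Doublets within a tissue were estimated at 2.76% of 14-day cells, far below the 39.9% of 14-day lung in the cluster. Among lung cells without a count of 7 of the 10 stress genes, which include the heat shock genes but not Fos, Jun and Junb (1126 naive and 986 14-day cells), the median log2 ratio was 1.31, which speaks against stress during dissociation as the whole cause. A batch that affects the 14-day lung preparation alone was not tested and stays open beside the metastases.

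The medians of the genes of differentiated cells also had opposite signs, with a log2 ratio of -0.61 in lung and 0.19 in blood. Relative to the median of all genes the values were -0.36 and 0.39. The genes went both ways, so the medians do not stand for each of them. Itgam was lower in both tissues (-0.75 in lung and -0.43 in blood), as was Zeb2 (-1.03 and -0.59), and Gzmb was higher in both (0.19 and 0.67). Gzma (-0.26 and 0.36) and Cx3cr1 (-0.47 and 0.50) parted, and Prf1 was lower in lung (-0.81) with 0.020 (95% CI -0.005 to 0.044) in blood. Zeb2 and Cx3cr1 lie in the fifth of genes with the longest span, which was lower in both tissues at 14 days. No technical explanation was tested for the difference itself, and a change of the cells with the metastases stays open, as does a difference of the lung preparation.

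The interferon response markers, which the paper does not discuss for these cells, had a median log2 ratio of 1.19 in lung at 14 days (95% CI 1.08 to 1.298). In blood the median was -0.077, which argues against a difference between whole libraries. Among lung cells without a count of a myeloid marker it stayed at 1.19, which argues against RNA of myeloid cells. A response in metastatic lungs may therefore be considered, as may a difference of the lung preparation alone, which was not tested.

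The 6 h library has no panel in the paper. The 5 genes with the largest ratio there in lung were Serpina3g, Xcl1, Ly6e, Pim2 and Gadd45b, with log2 ratios of 1.198, 0.89, 0.88, 0.86 and 0.69 and a median of 0.88. With free RNA subtracted the median was 0.90, which argues against free RNA. The same genes had a median of 0.75 in blood. A response in both tissues and a difference between libraries cannot be told apart, since each time point is a single library.

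The ILC1-like cluster, which the paper does not report, held 3.53% of 14-day lung cells against 0.896% (95% CI 0.618 to 1.26) of naive lung cells. With the highest Scrublet scores left out it held 3.22%, which argues against doublets. Markers of T cells had a median log2 fold of 2.93 over other cells, below the 5.75 of the ILC1 markers. By the rule set for this test that would have argued against T cells, but the cluster was named from ILC1 markers, and after the value was seen some T cells among them were left open. In 14-day blood the share was 3.62%, and a change in both tissues and a difference between libraries, in the sort for example, cannot be told apart.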

How the results depend on the processing

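Alternatives were set before the data were examined, except the 3 other rules for names and their combinations with other settings, the alternative that leaves out the highest Scrublet scores and the measure by the highest Tumor NK markers, which were chosen after seeing the data. Leaving out the doublets that Scrublet itself marks, also set beforehand, was not run beyond counting cells, because hardly any were marked.

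The number of cells kept changed little under the 5 alternatives run, from 3473 to 3696 in naive lung for example. The share of 14-day lung cells in the Tumor NK-like class stayed within its interval wherever a cluster had that name, between 39.6% and 40.7%. In 6 of 14 settings no cluster had it and there is no value, namely a resolution of 0.4, 20 and 50 components, library as the batch, named genes among the variable features, and the naive and 14-day libraries alone. The share of 14-day blood cells was 0.532% without integration and 4.59% with a hashtag at 90% or more of hashtag counts, and the cause was not tested. The cluster with the highest Tumor NK markers held more of 14-day lung than of naive lung in all 14 settings, and least of 14-day lung, 31.3%, with library as the batch.

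The share of the differentiated NK-like classes was not stable, and the statement that they are the majority in naive lung holds only under some settings. Cells of unnamed clusters count outside these classes. They made up 76.4% of naive lung with library as the batch, 63.6% with no integration and 53.5% with a resolution of 1.2. With the naive and 14-day libraries alone they made up 59.4%, against 5.73% in the clustering reported. With no minimum for the median, the share of the classes in these settings was 54.4%, 43.1%, 66.7% and 37.0% in turn. With a resolution of 0.4 the share was 84.0% of naive lung, 73.3% of naive blood, 45.4% of 14-day lung and 78.8% of 14-day blood. With a resolution of 1.2 it was 24.9% of naive lung, 50.6% of naive blood, 22.0% of 14-day lung and 34.3% of 14-day blood. With 20 components it was 33.4% of naive lung, 33.8% of naive blood, 32.2% of 14-day lung and 55.9% of 14-day blood. With 50 components it was 39.6% of naive lung and 63.5% of naive blood. With no integration it was 10.3% of naive lung, 81.9% of naive blood, 21.2% of 14-day lung and 81.2% of 14-day blood. With library as the batch it was 8.94% of naive lung, 72.0% of naive blood, 16.7% of 14-day lung and 63.2% of 14-day blood. With named genes kept among the variable features it was 39.1% of naive lung, 41.1% of naive blood and 48.4% of 14-day blood. With the naive and 14-day libraries alone it was 33.4% of naive lung, 61.2% of naive blood and 45.2% of 14-day blood. With at least 500 detected genes it was 60.7% of naive lung, 29.9% of 14-day lung and 47.0% of 14-day blood. With mitochondrial counts up to 10% it was 47.1% of naive lung and 44.9% of 14-day blood. With calling of cells by 10% of the 99th percentile it was 62.2% of naive lung, 60.9% of naive blood, 31.4% of 14-day lung and 48.6% of 14-day blood. With a hashtag with at least 90% of the hashtag counts it was 34.2% of naive lung, 65.7% of naive blood, 31.0% of 14-day lung and 49.9% of 14-day blood. With the highest Scrublet scores left out it was 61.8% of naive lung, 62.4% of naive blood, 30.2% of 14-day lung and 45.3% of 14-day blood. With the first rule for names it was 42.3% of naive lung, 33.7% of naive blood, 10.6% of 14-day lung and 9.23% of 14-day blood. With no minimum for the median in the rule for names it was 58.2% of naive lung, 63.2% of naive blood, 39.5% of 14-day lung and 67.5% of 14-day blood. Asking for a marker among the leading genes changed none of the 4 shares in the clustering reported, but at a resolution of 0.4 it gave 20.0% of naive lung, 31.8% of naive blood, 33.9% of 14-day lung and 65.9% of 14-day blood. The cause of these changes was not tested, apart from the rules for names, which change by construction which clusters are counted. Whether the share was lower in 14-day than in naive lung depended on the setting too, and by the rule used it was higher at 14 days without integration and with library as the batch. Over all 56 combinations of 14 settings and 4 rules, compared after seeing the data, it was higher in 14-day lung in 9. Over all of these combinations the share lay between 5.07% and 45.8% of 14-day lung and between 3.04% and 82.8% of 14-day blood.

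In lung, the median log2 ratios at 14 days of the genes of residency and TGF-β signalling, of less differentiated and of differentiated cells, and at 6 h of the activation genes, kept their direction under the 9 alternatives run for them. In blood at 14 days, the median of the genes of residency and TGF-β signalling was -0.094 and turned to 0.11 relative to the median of all genes. Without mitochondrial and ribosomal protein genes in the totals, the median was 1.27 for the genes of residency and TGF-β signalling, -0.12 for the genes of less differentiated cells and -0.43 for those of differentiated cells, while the median of all genes was -0.079 in place of -0.25. All ratios in 14-day lung over naive lung rose by the same amount, because leaving these genes out lowered the totals more in 14-day than in naive lung. The median of the integrin genes in naive lung was then 531 CPM, since smaller totals raise CPM. For the genes of differentiated cells the median log2 ratio was -0.54 as a mean over cells and -0.51 after thinning, and for the activation genes at 6 h it was 0.19 after thinning, and the cause was not tested. Of the values for single genes, 6 h shares and other secondary results, 108 moved by more than their counting error and 398 did not. With 1 library per time point, the intervals leave out differences between mice and preparations, so a value that stayed within its interval is stable against the processing alone.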

Differences from the paper's values

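The paper shows a share of Tumor NK cells in 14-day blood of about 6%, read by eye, against 3.38% here. It was read from the panel of cluster frequencies in Fig. 4, which the legend labels I. The number of cells behind the paper's bar is not stated, and the names of clusters were rebuilt here, so the classes are not the same by construction. Among the alternatives set before the data were examined that gave a value, the share lies within a factor of 1.5 of the paper's with a hashtag at 90% or more of hashtag counts (4.59%), and not with a resolution of 1.2, no integration, at least 500 detected genes, mitochondrial counts up to 10% or the stricter calling of cells.

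By the cluster with the highest Tumor NK markers whatever its name, a measure chosen after seeing the values, the share of 14-day blood was 4.88% with 50 components, 5.65% with named genes among the variable features, 6.38% with the naive and 14-day libraries alone, 7.15% with a resolution of 0.4 and 8.12% with 20 components, all within a factor of 1.5 of the paper's, and 0.725% with library as the batch, which is not.

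The paper describes a differentiated and a terminally differentiated cluster. Here no cluster took the first name, and Cx3cr1, a marker used in the naming, was higher than in other cells in both mature clusters, with log2 folds of 1.29 and 0.80.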

Other observations

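All tests of explanations below were chosen only after the result was seen.

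Cluster 5, with 5 ribosomal protein genes among its 10 leading genes, held more cells at 14 days than in naive mice in both tissues, 24.9% (95% CI 23.0 to 26.8) of blood and 11.4% (95% CI 10.3 to 12.4) of lung. The stress markers were lower in it than in other cells, with a median log2 fold of -0.61, which argues against a stress response. Its cells in 14-day blood had 0.879 times the median UMI count of the others, which decides nothing. Outside this cluster too, genes with the longest span were lower at 14 days than genes with the shortest span, with a difference in median log2 ratio of -0.46 in blood and -0.47 in lung, and the cluster's size may therefore reflect a property of the 14-day library. At 6 h the difference was -0.25 and -0.29. Genes are not independent replicates, and no biological explanation was tested.

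Cluster 4, led by Emb, held 3.44% (95% CI 2.87 to 4.09) of 14-day lung cells and 28.5% (95% CI 27.2 to 29.8) of 6 h lung cells. The median log2 ratio of 7 immediate early markers in lung at 14 days was -0.055, but these markers went both ways, from -0.72 for Nr4a1 to 1.74 for Fosb, so the test leaves a weaker response to dissociation open. This reading was settled after the value was seen. The share of the Less differentiated NK-like clusters together was higher in 14-day than in naive lung in 4 of 14 settings. Unnamed clusters held between 53.0% and 76.4% of naive lung in those settings. The fall of the share thus depends on the clustering and may depend on which clusters were named. Whether the cells of cluster 4 left, changed or fell into the Tumor NK-like cluster was not tested.

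By size in lung at 14 days, Hbb-bs was higher by a log2 ratio of at least 8.63, from 3 counts set for naive lung, but 1427 of its 1428 counts lie in 1 cell. The next were Gzmc at 4.72 (95% CI 4.37 to 5.10), Cxcl10 at 3.95 (95% CI 3.64 to 4.28), Dscam at 3.65 (95% CI 3.36 to 3.95) and Inpp4b at 3.13 (95% CI 2.99 to 3.27). The lowest were Cnnm2 (-2.30), Tmtc1 (-2.13), Dock4 (-2.12), Rab27b (-1.92) and Sema6a (-1.85), which all lie in the fifth of genes with the longest span.

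At 6 h, the activation genes Ifng, Ccl3 and Ccl4 had a median log2 ratio of 0.12 (95% CI 0.055 to 0.19) in lung and 0.065 (95% CI -0.022 to 0.15) in blood. The Activated NK-like cluster 7 held 11.0% (95% CI 10.1 to 11.9) of 6 h lung cells against 5.51% (95% CI 4.80 to 6.30) of naive lung cells, and 5.04% (95% CI 4.25 to 5.92) of 6 h blood against 3.76% (95% CI 3.21 to 4.36) of naive blood cells. The share of this class was higher at 6 h in both tissues in all 13 settings that use the 6 h library, and its cause was not tested. The median of all genes moved by -0.093 in lung. The lowest genes by size at 6 h were Tmtc1 (-0.57), Arhgap6 (-0.54), Adamts6 (-0.50), Slc26a11 (-0.49) and Trf (-0.48).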
